# Common binding by redundant group B Sox proteins is evolutionarily conserved in *Drosophila*

**DOI:** 10.1186/s12864-015-1495-3

**Published:** 2015-04-13

**Authors:** Sarah H Carl, Steven Russell

**Keywords:** Sox, Dichaete, SoxNeuro, Drosophila, Redundancy, Transcription factor binding, Conservation

## Abstract

**Background:**

Group B Sox proteins are a highly conserved group of transcription factors that act extensively to coordinate nervous system development in higher metazoans while showing both co-expression and functional redundancy across a broad group of taxa. In *Drosophila melanogaster*, the two group B Sox proteins Dichaete and SoxNeuro show widespread common binding across the genome. While some instances of functional compensation have been observed in *Drosophila*, the function of common binding and the extent of its evolutionary conservation is not known.

**Results:**

We used DamID-seq to examine the genome-wide binding patterns of Dichaete and SoxNeuro in four species of *Drosophila*. Through a quantitative comparison of Dichaete binding, we evaluated the rate of binding site turnover across the genome as well as at specific functional sites. We also examined the presence of Sox motifs within binding intervals and the correlation between sequence conservation and binding conservation. To determine whether common binding between Dichaete and SoxNeuro is conserved, we performed a detailed analysis of the binding patterns of both factors in two species.

**Conclusion:**

We find that, while the regulatory networks driven by Dichaete and SoxNeuro are largely conserved across the drosophilids studied, binding site turnover is widespread and correlated with phylogenetic distance. Nonetheless, binding is preferentially conserved at known *cis-*regulatory modules and core, independently verified binding sites. We observed the strongest binding conservation at sites that are commonly bound by Dichaete and SoxNeuro, suggesting that these sites are functionally important. Our analysis provides insights into the evolution of group B Sox function, highlighting the specific conservation of shared binding sites and suggesting alternative sources of neofunctionalisation between paralogous family members.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1495-3) contains supplementary material, which is available to authorized users.

## Background

The importance of regulatory DNA in development, evolution and disease has become widely recognized in recent years as the number of functional genomic studies mapping regulatory elements in the genomes of humans and model organisms has grown [1-5]. While significant progress has been made on questions such as the *in vivo* binding specificity of transcription factors (TFs) and the combinatorial patterns of TF binding that drive specific gene expression, in many cases the large number of binding events observed *in vivo* suggests that TF function is context-dependent and influenced by factors in addition to their intrinsic sequence specificity [6-12]. Furthermore, the most common methods of assaying *in vivo* genome-wide binding are noisy and may suffer problems of bias and false positives [13-17]. One way to cut through this noise and assess the functionality of TF binding is to leverage the effect of natural selection, which should tend to preserve functionally important binding events during evolution [6,18-20]. Here we have used a comparative evolutionary approach in four species of *Drosophila* to study the binding and functions of two group B Sox proteins, a family of TFs that is both deeply conserved throughout animal evolution and displays evidence of functional redundancy.

*Sox* (SRY-related high-mobility group box) genes encode a highly conserved family of TFs that serve as broad developmental regulators in metazoa. They are thought to have evolved in conjunction with the origin of multicellular animal life, as they are present in all animal genomes in which they have been searched for, including basal members such as sponges and placozoa [21-25]. All Sox proteins contain a single HMG (high-mobility group) DNA binding domain, and they are subdivided into ten groups, A through J, based on HMG sequence and full-length protein structure [24,26-28]. In vertebrates, members of each group are often expressed in overlapping patterns in particular tissues during development and play important roles in directing the differentiation of cells in those tissues. For example, group B genes are expressed in the developing central nervous system (CNS) and eye [29-32], group C genes are expressed in the kidney and pancreas [33-35], and group F genes are expressed in the developing vascular and lymphatic system [36,37]. Interestingly, not only are group members co-expressed, in many cases they show a pattern of phenotypic redundancy where severe developmental defects are only observed when multiple members of the same group are removed [27,37-43]. While mammalian genomes contain multiple paralogues for most groups, invertebrates typically have fewer *Sox* genes. Sequenced insect genomes, including that of the fruit fly *Drosophila melanogaster*, typically contain one gene in each of groups C, D, E and F, and four genes in group B, although occasional extra genes are observed in certain lineages [24,26].

Group B *Sox* genes are of particular evolutionary interest because, in addition to being the most closely related *Sox* genes to *Sry*, they are some of the best characterized members of the *Sox* family and appear to have highly conserved functions throughout evolution [44,45]. In mammals, group B *Sox* genes are involved in stem cell pluripotency and self-renewal, ectoderm formation, neural induction, CNS development, placode formation and gametogenesis [27]. Vertebrate group B *Sox* genes are divided into two subgroups: group B1, which includes *Sox1, Sox2* and *Sox3* [44], and group B2, which includes *Sox14* and *Sox21* [46]. Group B1 and B2 genes play opposing roles in the developing vertebrate CNS, with group B1 proteins primarily acting as transcriptional activators to convey early neuroectodermal competence and maintain neural precursors, while group B2 genes primarily act as transcriptional repressors to promote neuronal differentiation [43,47-49]. Although functional data suggests that the B1-B2 division may not be an appropriate classification in insects [45,50,51], a role for group B *Sox* genes in neural development appears to be conserved, making *Drosophila* an attractive system in which to study group B *Sox* function and evolution more closely [31,32,43]. There are four group B *Sox* genes in the *Drosophila melanogaster* genome: *SoxNeuro (SoxN), Dichaete, Sox21a* and *Sox21b*. Of these, the best studied to date are *Dichaete* and *SoxN*. While the exact orthology relationships between vertebrate and insect group B *Sox* genes are still debated, similarities in the expression patterns and functions of *Sox1, Sox2* and *Sox3* in vertebrates and *SoxN* and *Dichaete* in insects suggest a deeply conserved yet complex relationship between these two sets of *Sox* genes [31,32,45,50,52-60].

As with *Sox1*, *Sox2* and *Sox3* in vertebrates, both *Dichaete* and *SoxN* are expressed in overlapping patterns in the developing *Drosophila* CNS and are necessary for its normal development; they also show evidence of functional redundancy [29,55,61-64]. *Dichaete* mutant embryos show axonal and midline defects, which can be rescued by expressing Dichaete or mammalian Sox2 in the midline [63]. *SoxN* mutant embryos also show axonal defects and loss of lateral neurons that can be rescued with mammalian Sox1 [65]. *SoxN/Dichaete* double mutants show much more severe CNS defects than either single mutant, in particular an increased loss of neuroblasts in the medial and intermediate columns of the neuroectoderm, where *SoxN* and *Dichaete* expression overlaps most strongly [61,66]. In addition to compensation at the level of neural phenotypes, *in vivo* binding and expression studies of Dichaete and SoxN in *D. melanogaster* have shown that they have highly similar genome-wide binding patterns and share a large number of target genes [51,67]. Commonly bound targets cover many well-characterized functions of both Dichaete and SoxN, including over a hundred other TFs active in the CNS, the proneural genes of the *achaete-scute* complex, *Drop* (*Dr*) and *ventral nervous system defective* (*vnd*), which encode TFs involved in CNS dorso-ventral patterning [68], and the neuroblast temporal identity genes *seven-up* (*svp*)*, hunchback* (*hb*)*, Kruppel* (*Kr*) and *POU domain protein 2* (*pdm2*) [51,67,69,70].

Not only do Dichaete and SoxN share many targets, they also display a complex pattern of compensatory binding in each other’s absence. Studies measuring SoxN binding in *Dichaete* mutants and *vice versa* identified loci where one TF can compensate for the other’s absence by binding in its place or increasing its own binding. However, at other loci, the loss of one Sox protein appears to result in a loss of binding by the other. These observations suggest that in some circumstances Dichaete and SoxN can compensate for one another, but in other case they are dependent on one another. Furthermore, at certain loci their binding is independent, with the loss of one TF not affecting the binding of the other. It has been suggested that this complex interplay may be the result of partial neofunctionalisation between the two paralogous TFs leading to their unique roles, while maintaining some degree of redundancy in order to provide robustness to the critical process of early neural development [51,71-73]. However, it is not known whether the overlap in binding patterns and targets observed between Dichaete and SoxN, which is substantially greater than that observed between many other paralogous genes such as the *cis-*paralogous members of the same *Hox* clusters [7,8,11,74,75], has been specifically maintained during evolution. Given the fact that functional redundancy among *Sox* genes from the same group seems to be a common theme across many different taxa, we were curious to examine the question of group B *Sox* binding from an evolutionary perspective.

Comparative studies of transcription factor binding can facilitate an analysis of the evolutionary dynamics of regulatory DNA as well the use of natural selection as a filter to reduce the biological and technical noise inherent to *in vivo* genome-wide binding assays [6,15,76-78]. Previous comparative studies in *Drosophila* have primarily used ChIP-seq to measure binding and have focused on developmental regulators such as the anterior-posterior (AP) patterning factors Bicoid (Bcd), Hunchback (Hb), Kruppel (Kr), Giant (Gt), Knirps (Kni) and Caudal (Cad) and the mesodermal regulator Twist (Twi) [76,77,79]. These studies measured both quantitative turnover of binding sites during evolution as well as qualitative changes in binding strength, finding broadly similar rates of divergence for different factors. They also used the evolutionary data to discover features of TF binding that were associated with higher conservation, such as clustered binding, combinatorial binding with other TFs, and the presence of specific sequence motifs in or near binding intervals [76,77]. The degree of conservation of binding events between different *Drosophila* species, which is generally greater than that between equally distant vertebrate species [20,80-82], makes *Drosophila* a particularly well-suited model system for studying the evolution of regulatory DNA and for making inter-species comparisons of TF binding. With this in mind, we used DamID-seq to study the *in vivo* binding patterns of Dichaete and SoxN in four species of *Drosophila*, *D. melanogaster, D. simulans, D. yakuba* and *D. pseudoobscura*, with the goal of shedding new light on the functional and evolutionary dynamics of group B Sox binding.

## Results

### Comparative DamID-seq for group B Sox proteins

We have recently used combinations of genome-wide ChIP and DamID data to generate high confidence *in vivo* binding profiles and define a set of core binding intervals for both Dichaete and SoxN in *Drosophila melanogaster*. The core intervals are independently detected in multiple datasets and we use this terminology to indicate very high confidence binding locations in the genome [51,67]. 

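DamID marks the places a protein visits by fusing it to the E. coli Dam methylase, which methylates the adenine of nearby GATC sites. Embryos of 0 to 16 h carrying a Sox-Dam fusion or Dam alone were used, with 3 biological replicates for each of 10 combinations of species and construct, 30 libraries in all. Dichaete-Dam and Dam-only were assayed in each of 4 species, and SoxN-Dam in D. melanogaster and D. simulans. Libraries were sequenced as 50-bp single-end reads on a HiSeq or as 150-bp reads on a MiSeq, the latter single-end according to the paper and paired-end according to the sample labels. The authors extended the mapped reads to 200 bp, counted them on each GATC fragment and compared fusion and Dam-only libraries with DESeq2. They then merged enriched fragments within 100 bp of each other. The deposited values used here are the resulting interval lists, 12 in all, with a start, an end and the number of merged fragments for each interval. Each list was called on the 3 replicates of a condition together, so no spread between replicates can be given, and the read depth behind an interval is unknown from the lists. For the 3 other species, lists exist in the coordinates of the own genome and, from reads translated by the authors with LiftOver, in those of D. melanogaster (UCSC dm3). The D. melanogaster lists come at adjusted p-value thresholds of 0.05 and 0.01, of which the former was used unless stated. An interval was counted as overlapped when it shared at least 1 bp with an interval of the other list. Shares are given with the 95% interval of a bootstrap over blocks of 1 Mb (1000 resamples). Overlaps were compared with those after 1000 circular shifts of one list along each chromosome, which keep its lengths and spacing; the smallest p-value this one-sided circular permutation test can give is 0.001.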

In order to better understand aspects of group B Sox functional compensation at a genomic level, we expanded on this work, performing DamID using *D. melanogaster* Sox-Dam fusion proteins and high-throughput sequencing to map Dichaete binding in four *Drosophila* species and SoxN binding in two species (Figure 1). The species chosen are consistent with previous studies of comparative TF binding in *Drosophila* [76,77,79] and span a range of divergence times from approximately 2 million to 25 million years [83], allowing us to make comparisons between both closely-related and more distant groups. The amino acid sequences of both proteins are highly conserved across the four species; thus our experimental design facilitates an analysis of binding attributable to differences in the genome sequence or nuclear environment between species, rather than to the Sox proteins themselves (Additional file 1: Figure S1). We used a differential enrichment approach to identify GATC fragments in each genome that were significantly bound by each Sox protein (Dichaete-Dam or SoxN-Dam) in comparison to Dam-only controls and merged neighbouring fragments to generate binding intervals (Table 1A). While these binding intervals do not precisely correspond to ChIP-seq peaks or DamID peaks we previously determined via tiling microarrays, we nevertheless found that, in agreement with previous studies, both Dichaete and SoxN showed widespread binding at thousands of sites across each fly genome [51,67]. 

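The D. melanogaster Dichaete list held 20848 intervals with a median length of 671 bp, and the SoxN list 22952 intervals with a median length of 593 bp. In the coordinates of their own genomes, 17833 Dichaete and 17209 SoxN intervals were listed for D. simulans and 26563 Dichaete intervals for D. yakuba. The D. yakuba intervals were the longest of these lists, with a median of 893 bp against 535 bp for Dichaete in D. simulans. They covered 35.5 Mb, compared with 21.9 Mb for Dichaete in D. melanogaster and 14.3 Mb in D. simulans. These totals cover unlike sequences. Of the D. yakuba total, 5751949 bp lay on unplaced sequence (U), whereas the D. melanogaster list holds the main chromosomes only. Intervals made of a single GATC fragment accounted for 27.2% of the D. melanogaster Dichaete list and 34.8% of the D. simulans one. At the threshold of 0.01, the D. melanogaster lists fell to 17530 intervals for Dichaete and 17833 for SoxN. The alternative that moved the numbers most was keeping only intervals of at least 500 bp, which left 12836 Dichaete and 12994 SoxN intervals in D. melanogaster.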

After normalisation and correction for multiple hypothesis testing, we identified between 17,000 – 26,000 binding intervals (p < 0.05) for Dichaete in *D. melanogaster*, *D. simulans* and *D. yakuba*, and for SoxN in *D. melanogaster* and *D. simulans*. 

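The D. pseudoobscura Dichaete list held 2951 intervals in the coordinates of its own genome, with a median length of 445 bp. They covered 1.60 Mb. Of these intervals, 60.5% were made of a single GATC fragment, the highest share among the lists. After translation to D. melanogaster coordinates, 2020 intervals were called. The replicates cannot be compared in these lists, which pool them.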

Approximately 3000 Dichaete binding intervals were identified in *D. pseudoobscura*, reflecting the fact that the binding profiles were noisier in this species compared to the other three species, with less reproducible biological replicates.

**Figure 1:**
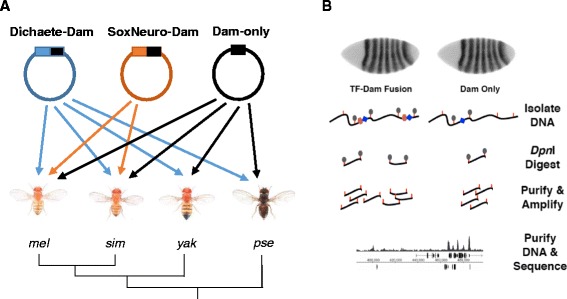
Overview of experimental strategies. (**A**) Schematic of transgenic lines generated in each species of *Drosophila*. Three plasmids, containing either a Dichaete-Dam fusion protein, a SoxN-Dam fusion protein, or Dam only, were injected. Dichaete-Dam and Dam-only lines were created for each species, while SoxN-Dam lines were only created in *D. melanogaster* and *D. simulans*. The dendrogram represents the evolutionary relationships between the species used. Photographs of flies are from N. Gompel (http://www.ibdml.univ-mrs.fr/equipes/BP_NG/Illustrations/melanogaster%20subgroup.html). Abbreviations: *mel*, *Drosophila melanogaster; sim, Drosophila simulans; yak, Drosophila yakuba; pse, Drosophila pseudoobscura*. (**B**) Outline of the DamID-seq experimental protocol. A TF-Dam fusion protein or a Dam-only control is expressed in embryos, leading to methylation of GATC sites in the vicinity of binding events. Genomic DNA is extracted and methylated fragments are isolated via digestion with *Dpn*I, which recognises only methylated GATC. These fragments are purified through ligation of adapters, further digestion of non-methylated DNA with *Dpn*II and PCR amplification [96]. DNA from both TF-Dam fusion samples and control Dam-only samples is sequenced and mapped to the genome, and the relative enrichment of reads is compared between conditions to generate binding profiles. Orange lines represent GATC sites, grey ovals represent methylation, blue diamonds represent Dam protein and pink ovals represent TFs. Figure adapted from Carl and Russell (in press).

**Table 1:** **Binding intervals found for each DamID dataset and genes annotated to intervals**

**A**	**Binding intervals (p < 0.01)**	**Binding intervals (p < 0.05)**		
*D. mel* D-Dam	17530	20848		
*D. mel* SoxN-Dam	17833	22952		
*D. sim* D-Dam	NA	17833		
*D. sim* SoxN-Dam	NA	17209		
*D. yak* D-Dam	21988	26563		
*D. pse* SoxN-Dam	NA	2951		
**B**	**Translated binding intervals**	**Overlaps with** ***D. mel*** **binding intervals**	**% of** ***D. mel*** **intervals overlapping**	**% of non-** ***D. mel*** **intervals overlapping**
*D. sim* D-Dam	16119	11647	55.9	72.3
*D. sim* SoxN-Dam	15142	11891	51.8	78.5
*D. yak* D-Dam	20964	14573	69.9	69.5
*D. pse* D-Dam	2020	1301	6.24	64.4
**C**	**Genes annotated to binding intervals**	**Genes common to Dichaete and SoxN**	**Direct targets annotated to binding intervals**	
*D. mel* D-Dam	9400	8445	1173/1373 (85.4%)	
*D. mel* SoxN-Dam	9528	8445	434/544 (80.0%)	
*D. sim* D-Dam	9383	7524	1111/1373 (80.9%)	
*D. sim* SoxN-Dam	8948	7524	412/544 (75.7%)	
*D. yak* D-Dam	12192	NA	1249/1373 (91.0%)	
*D. pse* D-Dam	1888	NA	407/1373 (29.6%)	

Translating sequence reads from each non-*melanogaster* species to the *D. melanogaster* genome coordinates and calling binding intervals on the translated data showed that, while differences between species were observed, many binding intervals were conserved across the species (Figure 2A-2B; Table 1B). Additionally, and in agreement with our previous work, the Dichaete and SoxN binding profiles showed a high degree of concordance in both *D. melanogaster* and *D. simulans* [51]. 

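Of the 20848 D. melanogaster Dichaete intervals, 9967 (47.8%, bootstrap interval 46.0 to 49.5%) were overlapped by a translated D. simulans Dichaete interval and 13383 (64.2%, 62.2 to 66.1%) by a D. yakuba one. D. pseudoobscura intervals overlapped 1110 (5.32%, 4.81 to 5.86%). For SoxN, 10611 of 22952 D. melanogaster intervals (46.2%, 44.5 to 47.9%) were overlapped in D. simulans. Counted the other way, 68.7% of the 16119 translated D. simulans Dichaete intervals and 72.8% of the 15142 SoxN intervals were overlapped by a D. melanogaster interval of the same factor. This share was 57.0% of 20964 intervals in D. yakuba and 63.8% of 2020 in D. pseudoobscura. After circular shifts, the mean share of D. melanogaster Dichaete intervals overlapped was 22.3% for D. simulans, 39.5% for D. yakuba and 2.64% for D. pseudoobscura. Each of the 8 observed shares was above those of all 1000 shifts (p = 0.001, one-sided circular permutation test). When an overlap had to cover at least 50% of the interval, 32.0% of D. melanogaster Dichaete intervals were overlapped in D. simulans. This alternative moved each of the shares most except that of translated D. pseudoobscura intervals, which moved most, to 57.5%, with the D. melanogaster list at the threshold of 0.01.

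**Figure D1:**
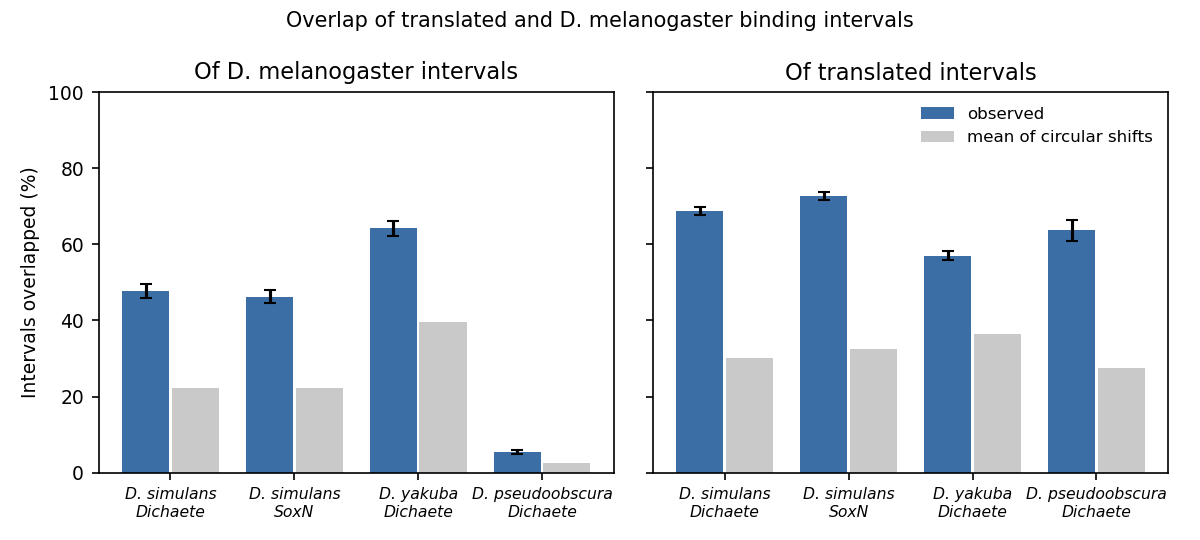
Percentage of D. melanogaster intervals (left) and of translated intervals (right) overlapped by an interval of the other list, for each species and factor. Blue bars are observed shares with the 95% interval of the bootstrap over blocks of 1 Mb, and grey bars are means of 1000 circular shifts. Every blue bar is higher than its grey bar, by a factor from 1.56 for translated D. yakuba intervals to 2.32 for translated D. pseudoobscura intervals.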

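In D. melanogaster, 17824 of the 20848 Dichaete intervals (85.5%, bootstrap interval 84.8 to 86.2%) were overlapped by a SoxN interval, and 18391 of the 22952 SoxN intervals (80.1%, 79.3 to 81.0%) by a Dichaete interval. In D. simulans the translated lists overlapped for 66.8% of Dichaete intervals (65.6 to 68.1%) and 68.1% of SoxN intervals (66.9 to 69.2%). Circular shifts of the other factor's list gave means of 32.9% and 31.3% in D. melanogaster, and 21.5% and 21.9% in D. simulans (p = 0.001 in each case, one-sided circular permutation test). The lists of the 2 factors in a species were called against the same Dam-only libraries, so noise in those controls is shared between them, and circular shifts do not remove it.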

We used this translated binding data to assess the gene targets and genomic features associated with each dataset. Assigning each binding interval to a putative target gene identified approximately 9000–9500 genes associated with both Dichaete and SoxN binding in *D. melanogaster* and *D. simulans* (Table 1C; Additional file 2). A high proportion of these genes are shared between Dichaete and SoxN in both species. Dichaete binding intervals in *D. yakuba* were associated with over 12,000 genes, while in *D. pseudoobscura* we identified 1888 associated genes. With the exception of the *D. pseudoobscura* data, each set of putative target genes contains a high percentage of previously identified Dichaete or SoxN direct target genes (Table 1C) [51,67]. In line with previous studies of Dichaete and SoxN binding, all sets of target genes are highly enriched for specific Gene Ontology Biological Process (GO:BP) terms such as generation of neurons (p < 1e-29) and regulation of transcription (p < 1e-9) [51,67] as well as higher level terms such as general organ and system development (p < 1e-47) and biological regulation (p < 1e-44) (Additional file 3). Notably, although there were many fewer Dichaete bound genes identified in *D. pseudoobscura*, these show strong enrichment for similar GO:BP terms, are strongly upregulated in the brain and larval CNS, and are highly associated with publications describing genes involved in the neural stem cell transcriptional network (p < 1e-25), all of which are hallmarks of known Dichaete functions [50,64,67]. We also used the translated binding data to determine the location of binding intervals with respect to transcription start sites. In broad agreement with our previous work [51,67], we found similar distributions in each species: approximately 65% of binding intervals overlap introns, with the remainder mostly mapping in the proximity of promoters and a minority within intergenic regions (Additional file 4: Figure S2G). Interestingly, the binding intervals mapping to introns showed enrichment for first introns (p < 2.2e-16; Additional file 5), although introns of all ranks are bound; this effect is strongest for Dichaete-Dam in *D. pseudoobscura* despite the low numbers of binding intervals in that dataset.

**Figure 2:**
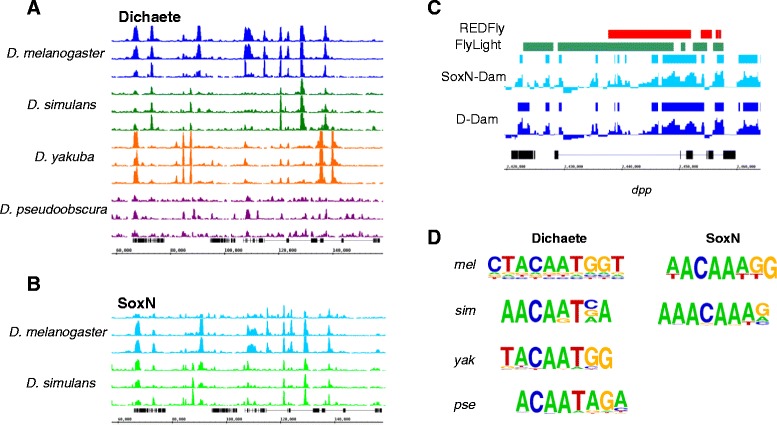
Results of comparative DamID for Dichaete and SoxN. (**A**) Dichaete-Dam binding profiles plotted on the *D. melanogaster* genome showing translated reads mapping to an orthologous region in four species. Three biological replicates from each species are shown. All read libraries were scaled to a total size of 1 million reads for visualization purposes, but were not normalised to the control. The y-axes of all tracks range from 0–50 reads. (**B**) SoxN-Dam binding profiles plotted on the *D. melanogaster* genome showing translated reads mapping to an orthologous region in two species. Three biological replicates from each species are shown. All read libraries were scaled to a total size of 1 million reads for visualization purposes, but were not normalised to the control. The y-axes of all tracks range from 0–50 reads. The same ~120-kb region of chromosome 2 L is shown in (**A**) and (**B**). (**C**) Overlaps between *D. melanogaster* Sox DamID binding intervals and known CRMs from REDFly and FlyLight at the *decapentaplegic (dpp)* locus. Binding profiles represent the normalised log2 fold changes between Sox fusion binding and Dam-only control binding in each GATC fragment. (**D**) *De novo* Sox motifs discovered in DamID binding intervals. Motifs discovered in Dichaete intervals in each species show a preference for T in the fourth position of the core CAAAG motif, while those discovered in SoxN intervals in each species show a preference for A. Abbreviations: *mel*, *Drosophila melanogaster; sim, Drosophila simulans; yak, Drosophila yakuba; pse, Drosophila pseudoobscura.*

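Intervals were counted between the outermost labels of the axis in Figure 2A-2B, on chromosome 2L (dm3). This stretch is shorter than the region whose length the legend gives, so the values do not cover all of that region. The D. melanogaster Dichaete list held 21 intervals, which covered 39039 bp or 48.8% of the stretch. The D. melanogaster SoxN list held 24 intervals covering 41.7%. Translated D. simulans intervals numbered 25 for Dichaete and 24 for SoxN and covered 29.8% and 31.6%. For D. yakuba, 21 Dichaete intervals covered 47.9%. D. yakuba intervals overlapped 19 of the 21 D. melanogaster Dichaete intervals, and so did D. simulans intervals. Only 2 D. pseudoobscura intervals lay in this stretch, from 87957 to 88466 and from 138692 to 138873, covering 0.865%.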

We performed searches for known and *de novo* binding motifs with the binding intervals in each original genome to identify any differences in preferential motif usage between species or TFs. The known motif searches uncovered highly significant matches to vertebrate Sox2, Sox3 and Sox6 motifs. *De novo* searches found a significantly enriched motif matching the consensus Sox motif in each dataset (p < = 1e-20), which correspond well to motifs discovered in our previous Dichaete and SoxN studies [51,67] (Additional file 6). Of particular interest, we found that the Sox motifs identified in the Dichaete binding intervals of each species differed from those found for SoxN (Figure 2D). The primary difference is in the fourth position of the core CAAAG motif, which shows a stronger preference for T in the Dichaete intervals and for A in the SoxN-Dam intervals from each species. Although it is not known whether these differences in Sox motifs found in Dichaete and SoxN binding intervals are responsible for different functions of the two TFs, it is striking that the same patterns appear independently in the genomes of multiple species. In addition, we found a set of motifs associated with a broader array of TFs: in the case of Dichaete these include known interaction partners Ventral veins lacking (Vvl) and Nubbin (Nub) as well as the early segmentation factors Knirps (Kni) and Runt (Run).

Finally, we examined the overlap between group B Sox binding intervals and known *cis*-regulatory modules (CRMs) by comparing our *D. melanogaster* data with annotated CRMs from the REDFly and FlyLight databases a recent STARR-seq assay identifying active enhancers [84-86]. Both Dichaete and SoxN show high overlap with CRMs from all three sources, with a high proportion of CRMs overlapping both Dichaete and SoxN binding intervals (Table 2). The highest overlap was found with the REDFly database (~60% of CRMs); while the FlyLight and STARR-seq data showed slightly lower overlap, in the case of FlyLight we found higher overlap with CNS specific CRMs. We examined whether binding intervals overlapping with CRMs were enriched for specific genomic features such as promoters or introns but found that the distribution of genomic feature annotations reflected the overall distribution of all CRMs in each database. Although the intervals mapped with DamID do not correspond directly to enhancer elements, in many cases visual inspection reveals a very good correlation between annotated CRMs and peaks of DamID binding (e.g. *dpp*, Figure 2C). Together with the gene and genomic feature annotations, these observations support the emerging view that Dichaete and SoxN work together to regulate a large set of genes involved in CNS development through binding at known CRMs, with a preference for intronic binding [51,67], and suggest that the overall roles of these group B Sox proteins have not changed significantly during the evolution of the drosophilids analysed here.

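In the region of chromosome 2L drawn in Figure 2C, which holds the gene dpp, 10 Dichaete and 16 SoxN intervals were listed in D. melanogaster, covering 38.5% and 37.1% of it. The longest Dichaete interval ran from 2446992 to 2454392 (dm3) and merged 34 GATC fragments. The longest SoxN interval, from 2447110 to 2452978, lay within it and merged 27 fragments. In D. yakuba, 13 Dichaete intervals covered 63.8% of the region. They overlapped each of the 10 D. melanogaster Dichaete intervals, while 4 of the 13 had no overlapping D. melanogaster interval. In D. simulans, 12 Dichaete intervals covered 27.1% of the region and overlapped 5 of the 10 D. melanogaster intervals, and 6 of the 12 had no overlapping D. melanogaster interval. Among these 6, those at 2435937 to 2436748, 2437811 to 2437999 and 2438961 to 2439291 touched a D. melanogaster interval end to end. The D. yakuba interval at 2435937 to 2436748, without an overlap, did so too. The CRMs drawn in the figure and the place of the intervals relative to the exons of dpp were not analysed here.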

**Table 2:** **Overlaps between Sox binding intervals and known CRMs**

**Dataset**	**CRMs in dataset**	**CRMs overlapping Dichaete binding**	**CRMs overlapping SoxN binding**	**CRMs overlapping Dichaete and SoxN binding**
REDFly	1864	1152 (61.8%)	1130 (60.6%)	1108 (59.4%)
FlyLight	7113	2999 (42.2%)	2784 (39.1%)	2691 (37.8%)
FlyLight CNS	4727	2077 (44.0%)	1935 (41.0%)	1857 (39.3%)
STARR-seq S2	2325	1092 (47.0%)	951 (40.9%)	912 (39.2%)
STARR-seq OSC	3341	1144 (34.2%)	1061 (31.8%)	973 (29.1%)

### Turnover of Dichaete binding sites during evolution

In order to examine the patterns of group B Sox binding conservation and turnover during evolution, we focused our analysis on the Dichaete-Dam binding data in *D. melanogaster*, *D. simulans* and *D. yakuba*. While the overlap in target genes between these three species is high, we found widespread turnover in the orthologous locations of binding intervals. Indeed, out of all 26,117 Dichaete binding intervals identified across the three species, the major fraction (47%) are present in only one species, with smaller proportions present at orthologous locations in two (23%) or all three (30%) species (Figure 3A). 

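Merging the D. melanogaster, D. simulans and D. yakuba Dichaete lists wherever intervals shared at least 1 bp gave 29282 regions. Of these, 15757 (53.8%, bootstrap interval 52.4 to 55.2%) had an interval in a single species, 6043 (20.6%, 20.1 to 21.2%) in 2 species and 7482 (25.6%, 24.4 to 26.7%) in all 3. The regions of a single species came mainly from D. yakuba (7330) and D. melanogaster (5848), with 2579 from D. simulans. Among the regions of 2 species, D. melanogaster with D. yakuba was the most frequent pair (3273), followed by D. simulans with D. yakuba (1443) and D. melanogaster with D. simulans (1327). Regions bound in all 3 species were longer, with a median of 2376 bp against 480 bp for those of a single species. Merging itself lengthens such regions, and these lengths were not compared with shifts, so no conclusion is drawn from them. Counted in D. melanogaster intervals, the alternative that moved the first and second share most, 28.1% were in a single species, 31.9% in 2 and 40.1% in all 3; this unit leaves out by construction the regions without a D. melanogaster interval, among them those of D. yakuba or D. simulans alone. The share in all 3 species moved most, to 7.28%, when each list had to cover at least 50% of a region. From the fraction found in a single species, the paper reasons that the locations of binding intervals turned over widely, while the target genes overlapped to a high degree.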

Clustering all Dichaete-Dam replicates by binding affinity scores reveals that the three biological replicates from each species cluster tightly (Pearson’s correlation coefficients from 0.92-0.99, Figure 3B), but replicates from different species also show very good correlations (PCC = 0.64-0.74). A principal component analysis (PCA) on the normalised binding affinity scores in all bound intervals revealed that the first principal component, which represents the majority of the variation among samples, separates *D. yakuba* from *D. melanogaster* and *D. simulans*, while the second principal component separates *D. melanogaster* from the other two species. This pattern is consistent with the expectation that most individual binding sites experience neutral evolution along the *Drosophila* phylogeny, as an increasing proportion of the variation among samples separates increasingly distant species.

**Figure 3:**
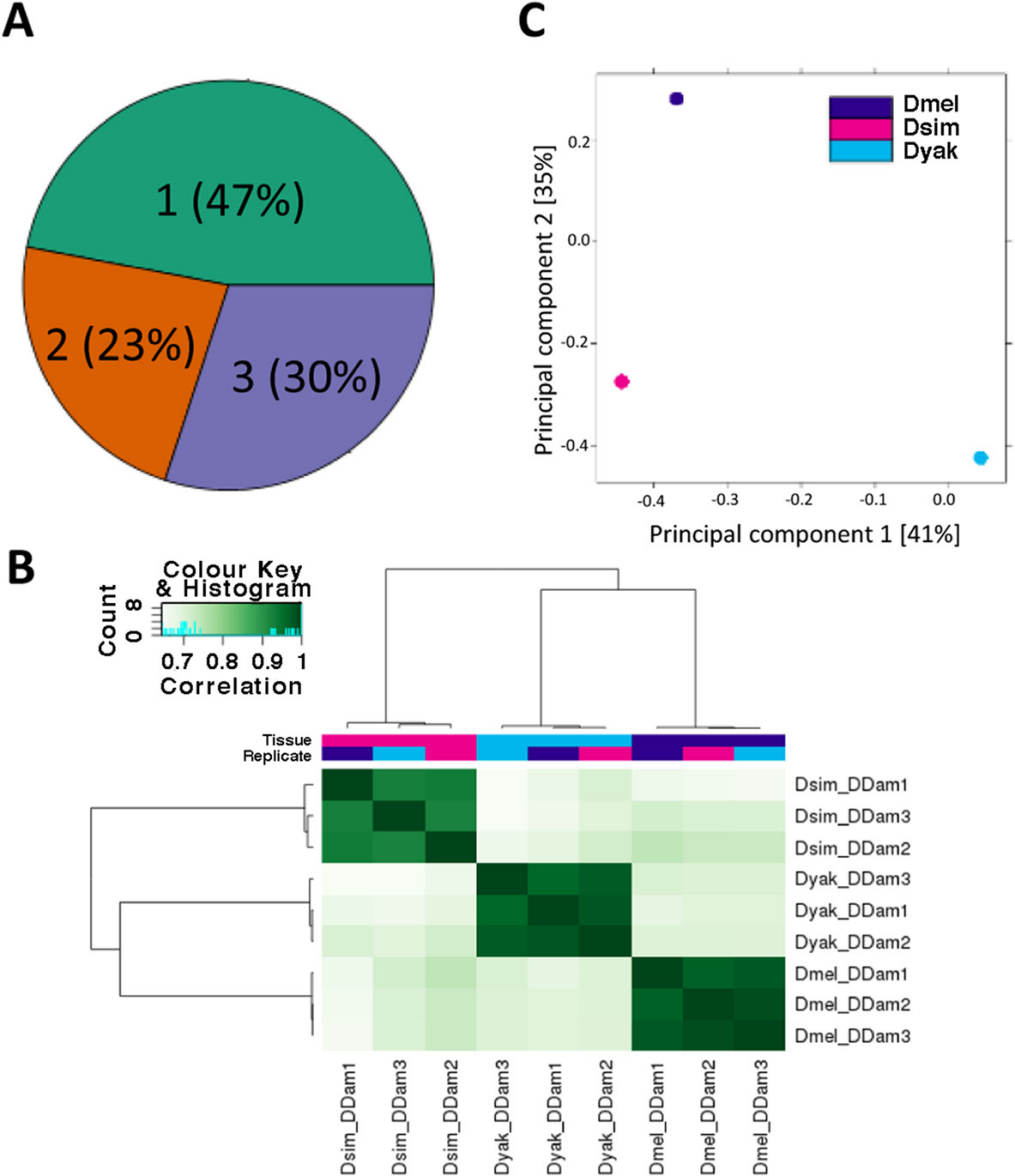
Three-way comparison of Dichaete binding. (**A**) Pie chart showing the percentage of all Dichaete binding intervals identified that are present in one species (47%), two species (23%) or all three species (30%). (**B**) Heatmap showing all biological replicates of Dichaete-Dam samples in *D. melanogaster, D. simulans* and *D. yakuba* clustered by binding affinity score (log of normalised read counts) within bound intervals. The color key and histogram shows the distribution of correlation coefficients for affinity scores between each pair of samples. Darker green corresponds to a higher correlation between samples, while lighter green corresponds to a lower correlation. Biological replicates from each species cluster strongly together, though good correlations are seen even between species. (**C**) Plot of principal component analysis (PCA) of Dichaete-Dam binding affinity scores in bound intervals in *D. melanogaster*, *D. simulans* and *D. yakuba*. The first principal component (x-axis) separates *D. yakuba* from the other two species, while the second principal component (y-axis) separates *D. melanogaster* from *D. simulans* and *D. yakuba*.

We employed DiffBind [87] to perform a differential enrichment analysis, comparing Dichaete-Dam binding profiles between two species for each binding interval, identifying binding intervals that showed significant quantitative differences between each pair of species [87]. For comparisons between *D. melanogaster* and *D. simulans* or *D. yakuba*, we found approximately equal numbers of preferentially bound intervals in each species (Figure 4A-B). In agreement with the PCA plot, 8880 differentially bound intervals were identified between *D. melanogaster* and *D. yakuba* at FDR1, while only 5044 were identified between *D. melanogaster* and *D. simulans*, indicating a greater amount of quantitative binding divergence between *D. melanogaster* and *D. yakuba*. 

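The interval lists measure presence and absence, not binding strength. Of the 20848 D. melanogaster Dichaete intervals, 52.2% had no overlapping interval in D. simulans and 35.8% had none in D. yakuba, a difference of 16.4 percentage points (bootstrap interval 15.3 to 17.5). Counted from the other species, 31.3% of translated D. simulans intervals and 43.0% of D. yakuba intervals had no overlapping D. melanogaster interval, a difference of -11.7 percentage points (-12.8 to -10.6). The order of the 2 species thus depended on which list was counted. The D. yakuba list covered 30.9 Mb of the D. melanogaster coordinates and the D. simulans list 13.3 Mb. With the D. yakuba list reduced at random to the number of D. simulans intervals, the first difference was 2.44 percentage points (1.44 to 3.47). That cut does not equalise length: translated D. yakuba intervals had a median of 944 bp against 568 bp in D. simulans. With D. yakuba intervals drawn at random to the base pairs covered by the D. simulans list, the order was reversed: they overlapped 28.9% of D. melanogaster intervals on average, against 47.8% for D. simulans, although such a draw also holds fewer intervals (9021 on average). For D. pseudoobscura, the shares without an overlap were 94.7% of D. melanogaster intervals and 36.2% of translated intervals.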

Again, this finding shows that divergence in binding follows the known *Drosophila* phylogeny and suggests a molecular clock mechanism for Dichaete binding site turnover, as has been proposed for other TFs in *Drosophila* [77]. Interestingly, the proportion of differentially bound intervals that are present in both species but show quantitative changes in binding strength, as opposed to those that are qualitatively absent in one species, also increases with phylogenetic distance, from 58.0% between *D. melanogaster* and *D. simulans* to 63.7% between *D. melanogaster* and *D. yakuba*. This also represents an increase in the percentage of the total *D. melanogaster* Dichaete binding intervals that quantitatively change in another species, from 9.6% in *D. simulans* to 20.4% in *D. yakuba*.

**Figure 4:**
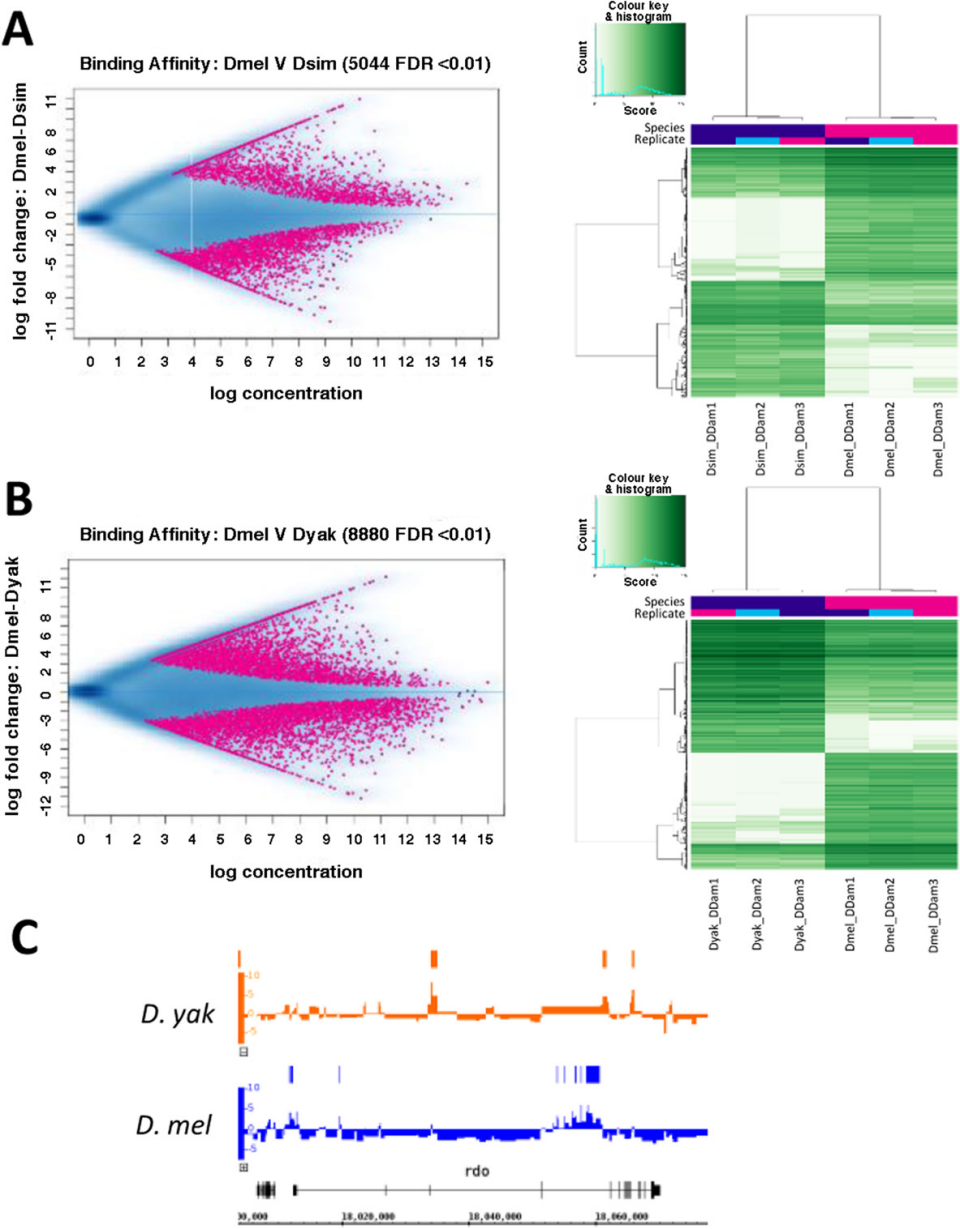
Pairwise analysis of Dichaete binding site turnover. (**A**) Quantitative differences in Dichaete binding between *D. melanogaster* and *D. simulans*. MA plot shows binding intervals that are preferentially bound in *D. melanogaster* (pink, fold change > 0) or *D. simulans* (pink, fold change < 0) at FDR1. Heatmap shows differentially bound Dichaete-Dam intervals between *D. melanogaster* and *D. simulans* clustered by binding affinity scores. The color key and histogram shows the distribution of binding affinity scores (log of normalised read counts) in all bound intervals in each sample. Darker green corresponds to higher affinity scores or stronger binding, while lighter green corresponds to lower affinity scores or weaker binding. Roughly equal numbers of intervals are preferentially bound in each species. (**B**) Quantitative differences in Dichaete binding between *D. melanogaster* and *D. yakuba*. MA plot shows binding intervals that are preferentially bound in *D. melanogaster* (pink, fold change > 0) or *D. yakuba* (pink, fold change < 0) at FDR1. Heatmap shows differentially bound Dichaete-Dam intervals between *D. melanogaster* and *D. yakuba* clustered by binding affinity scores. The color key and histogram are as in (**A**). Again, rough equal numbers of intervals are preferentially bound in each species, although more differentially bound intervals are identified overall. (**C**) Example of Dichaete binding site turnover between *D. melanogaster* (blue) and *D. yakuba* (orange) at the *reduced ocelli* (*rdo*) locus. Binding profiles represent the normalised log2 fold changes between Dichaete-Dam binding and Dam-only control binding in each GATC fragment. Bars represent bound intervals identified at FDR5. Bound intervals that are positionally conserved are not shown. Strong binding is observed in the third, fourth and eleventh introns in *D. yakuba*; these binding events are lost in *D. melanogaster*, but several binding intervals are gained in the first and fourth introns.

Under balancing selection it is proposed that, as the frequency of conserved binding events at orthologous positions decreases between more distantly related species, new binding events at the same gene loci should evolve to maintain the same level of gene expression. This is often referred to as binding site turnover or compensatory evolution [19,76,77,84]. In order to detect such events, we considered the set of Dichaete binding intervals in one species that do not overlap with any interval in a pairwise comparison with each other species, as well as the genes to which they are annotated. 

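Between D. melanogaster and D. simulans, 10881 D. melanogaster Dichaete intervals and 5044 D. simulans intervals overlapped no interval of the other species. Between D. melanogaster and D. yakuba these numbers were 7465 and 9011. Some of them were direct neighbours: 950 of the 10881 D. melanogaster intervals (8.73%) touched a D. simulans interval end to end without sharing a base, as did 1475 of the 7465 (19.8%) for D. yakuba.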

Binding intervals annotated to the same gene but which do not overlap in orthologous position were considered instances of compensatory evolution. We found instances of binding site turnover between D. melanogaster and D. simulans at 2457 genes, and between D. melanogaster and D. yakuba at 2806 genes; an example of turnover between D. melanogaster and D. yakuba at the *rdo* locus is shown in Figure 4C. 

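Distance was used in place of gene assignment, since no gene annotation of the build was used here. Of the 10881 non-overlapping D. melanogaster intervals, 54.0% had a non-overlapping D. simulans interval within 10000 bp, against a mean of 52.0% after circular shifts (p = 0.001, one-sided circular permutation test). For D. yakuba the share was 76.7%, against 74.5% (p = 0.003, same permutation test). In the other direction, 81.8% of non-overlapping D. simulans intervals and 70.2% of D. yakuba ones had such a D. melanogaster neighbour, against 77.4% and 66.0% (p = 0.001 in both, same permutation test). Among intervals of at least 500 bp, the D. melanogaster shares were no longer past a threshold of 0.05 (p = 0.051 for D. simulans and p = 0.12 for D. yakuba by permutation). Those counted in D. simulans and D. yakuba intervals stayed past it (p = 0.013 and p = 0.002 by permutation). Of the non-overlapping D. melanogaster intervals, 15.7% lay within 500 bp of a D. simulans interval, against a shifted mean of 12.4%. For D. yakuba these shares were 32.4% and 18.5%. Calls on neighbouring GATC fragments could thus supply the excess within 10000 bp, which was not tested with them left out. At the rdo locus on chromosome 2L, in the window drawn in Figure 4C, 8 D. melanogaster and 4 D. yakuba Dichaete intervals were listed, and none of them overlapped an interval of the other species. The 6 D. simulans Dichaete intervals in this window overlapped none of the D. melanogaster ones either. The longest, at 18058546 to 18060784 (dm3) in D. melanogaster, merged 6 GATC fragments, and the longest in D. yakuba, at 18034095 to 18035172, merged 2. The D. yakuba interval at 18011102 to 18011770 touched the D. melanogaster interval at 18011771 to 18012067.

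**Figure D2:**
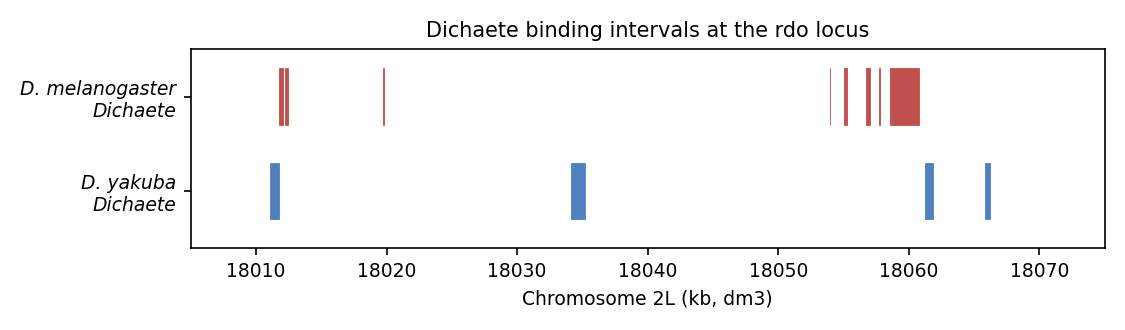
Dichaete binding intervals of D. melanogaster (red) and D. yakuba (blue) at the rdo locus, along chromosome 2L in kb of dm3. Each box runs from the start to the end of an interval, with a thin outline that keeps the shortest visible. The 8 D. melanogaster and 4 D. yakuba intervals occupy different positions.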

We were curious as to whether these compensatory binding sites are located within CRMs that are active in both species or whether they arise in conjunction with the appearance of new functional CRMs. To address this, we utilised data from STARR-seq assays performed in *D. yakuba* and *D. melanogaster* where it is estimated that 19% of active *D. melanogaster* CRMs show compensatory conservation relative to *D. yakuba* CRMs [84]. In order to take a broad view of Sox binding at CRMs, we re-analysed the low-stringency STARR-seq data and identified 21105 *D. melanogaster* CRMs active in S2 cells that show compensatory conservation relative to *D. yakuba* and 22444 that show compensatory conservation relative to *D. melanogaster*. In ovarian somatic cells (OSCs), we found 12843 *D. melanogaster* CRMs and 20207 *D. yakuba* CRMs that show compensatory conservation. In *D. melanogaster*, only 53 S2 cell and 105 OSC compensatory CRMs contain Dichaete binding intervals that are also compensatory relative to *D. yakuba*, while in *D. yakuba*, only 90 S2 and 157 OSC compensatory CRMs contain Dichaete binding intervals that are also compensatory relative to *D. melanogaster*. This observation strongly suggests that the majority of Dichaete binding site turnover events happen in active CRMs that are functionally and positionally conserved in both species.

### Binding conservation and regulatory function

Focusing on the Dichaete binding intervals that are positionally conserved between species, we assessed whether this type of conservation is enriched at certain classes of functional sites, such as known CRMs or Dichaete target genes. Such an enrichment has previously been found for other TFs in Drosophila, including the AP factors Bcd, Hb, Kr, Gt, Kni and Cad [76] and the mesoderm regulator Twi [77]. We first examined Dichaete binding intervals associated with REDFly and FlyLight CRMs [85,86] and found that 64.4% of Dichaete binding intervals associated with a REDFly CRM are conserved in all three species, compared to only 44.8% of binding intervals that are not at REDFly CRMs (Table 3). Conversely, only 9.6% of Dichaete intervals at REDFly CRMs are unique to *D. melanogaster*, while 27.6% of those that are outside REDFly CRMs are unique (Additional file 7: Figure S3). Similar results were found for binding intervals within FlyLight enhancers. Overall, being located at a known CRM has a highly significant effect on Dichaete binding interval conservation (REDFly: χ^2^ = 161.9, d.f. – 3, p = 7.06e-35; FlyLight: χ^2^ = 177.3, d.f. = 3, p-value = 3.38e-38). We also analysed this effect on two-way conservation of SoxN binding intervals between *D. melanogaster* and *D. simulans*, again finding that CRM-associated binding is significantly more likely to be conserved between species (REDFly: χ^2^ = 323.6, d.f. = 1, p = 2.40e-72; FlyLight: χ^2^ = 46.95, d.f. = 1, p = 7.27e-12). The strong increase in rates of conservation observed for group B Sox binding intervals within CRMs suggests that these binding sites are likely to be under balancing selection to maintain their effect on gene regulation and is consistent with the important regulatory functions of Dichaete and SoxN [51,67].

**Table 3:** **Conservation of Sox binding intervals at functional sites**

**Factor**	**Condition**	**Percent of binding intervals conserved**	**Percent of binding intervals unique to** ***D. mel***
Dichaete	REDFly	64.4%	9.6%
	Not REDFly	44.8%	27.6%
SoxN	REDFly	79.0%	21.0%
	Not REDFly	46.5%	53.5%
Dichaete	FlyLight	54.7%	16.7%
	Not FlyLight	44.2%	28.6%
SoxN	FlyLight	65.3%	34.7%
	Not FlyLight	45.1%	54.9%
Dichaete	Core interval	70.4%	7.7%
	Not core interval	38.5%	32.4%
SoxN	Core interval	75.7%	24.3%
	Not core interval	44.7%	55.3%
Dichaete	Direct target	53.7%	20.4%
	Not direct target	43.1%	29.0%
SoxN	Direct target	53.3%	47.6%
	Not direct target	47.3%	52.7%

Our previous experiments identified *D. melanogaster* Dichaete and SoxN direct target genes and high-confidence binding intervals supported by both ChIP and DamID data, which we termed “core intervals” [51,67]. Given that Dichaete and SoxN binding intervals in known CRMs are preferentially conserved, indicating a link between functional binding and conservation, we asked whether they are also highly conserved at core intervals and direct target genes. The *D. melanogaster* FDR1 Dichaete-Dam intervals identified in this study show a greater overlap with core Dichaete intervals than the FDR1 SoxN-Dam intervals do with SoxN core intervals. However, for both TFs, DamID binding intervals that overlap a core interval are significantly more likely to be conserved than those that do not (Dichaete: χ^2^ = 1408.6, d.f. = 3, p = 4.10e-305; SoxN: χ^2^ = 733.1, d.f. = 1, p-value = 1.90e-161) (Additional file 8: Figure S4). For both TFs, this effect is even stronger than that of being located within a known CRM. Although core binding intervals do not necessarily represent direct regulation of target genes, as measured by gene expression assays, these data show that they are nonetheless subject to evolutionary constraint and are likely to be functionally important. Interestingly, we found that for both Dichaete and SoxN, association with a direct target gene has less of an effect on binding interval conservation than being located at a core interval (Dichaete: χ^2^ = 57.3, d.f. = 3, p = 2.3e-12; SoxN: χ^2^ = 17.2, d.f. = 1, p = 3.4e-5) (Additional file 8: Figure S4). This is not as surprising as it may first seem since direct targets are identified by expression changes in mutant embryos, and it is clear that Dichaete and SoxN can functionally compensate for each other’s loss, masking significant expression changes at some targets. In addition, in many cases, multiple binding intervals are annotated to the same target gene, and these are unlikely to be equally functional. For example, some may represent shadow enhancers and may therefore be less constrained by natural selection [88,89]. The presence of these functionally less constrained binding intervals in our datasets is likely to reduce the overall rate of conservation observed for intervals annotated to direct target genes compared to those at core intervals, which are robustly detected by independent binding assays.

### Sequence conservation of Sox motifs and binding intervals

We used the reference genome sequence for each species to assess the contribution to binding conservation of sequence conservation within binding intervals and at TF-specific binding motifs. In order to examine the patterns of motif conservation in Dichaete binding intervals, we first identified all matches to the best *de novo* Sox motif discovered in each set of intervals [90]. We did the same with control binding intervals that had been randomly shuffled to different locations in each genome [91]. In all cases, significantly more Sox motifs were found in Dichaete binding intervals than in control intervals (p < 4.03e-15, Wilcoxon rank sum test with continuity correction). Focusing on Dichaete binding intervals, we compared intervals that are bound in all four species, including *D. pseudoobscura*, to those that are unique to *D. melanogaster*. The highly conserved intervals contain significantly more Sox motifs on average (mean = 4.53) than the binding intervals unique to *D. melanogaster* (mean = 1.29, p = 3.03e-193, Wilcoxon rank sum test with continuity correction), showing that the presence and number of Sox motifs is positively correlated with Dichaete binding conservation (Figure 5A).

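Of the 20848 D. melanogaster Dichaete intervals, 861 were overlapped by an interval in each of the 3 other species and 5782 by none. The former were longer, with a median length of 2431 bp against 395 bp and a mean of 3138 bp against 562 bp, a ratio of 5.59. The difference in mean log2 length was 2.68 (bootstrap interval 2.59 to 2.79). Long intervals are overlapped more often by chance, and circular shifts of the 3 other lists together gave a mean difference of 1.44 and at most 1.68 (p = 0.001, one-sided circular permutation test). Requiring an overlap to cover at least 50% of the interval lowered the observed difference to 0.88, which was not compared with shifts. The number of Sox motifs in an interval was not analysed here, and intervals are not independent replicates.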

**Figure 5:**
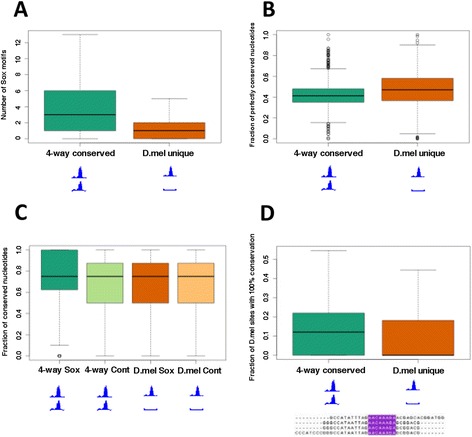
Density and conservation of Sox motifs are higher in Dichaete intervals with binding conservation. (**A**) On average, Dichaete binding intervals that are conserved between all four species (“4-way conserved”) have more Sox motifs than intervals that are unique to *D. melanogaster* (“D. mel unique”) (p = 3.03e-193). (**B**) Dichaete binding intervals that are conserved between all four species do not show an increased rate of total nucleotide conservation on average than intervals that are unique to *D. melanogaster*. (**C**) Sox motifs in Dichaete intervals that are bound in all four species (“4-way Sox”) have a greater percentage of perfectly conserved nucleotides across all species than either Sox motifs in intervals that are unique to *D. melanogaster* (“D. mel Sox”, p = 9.56e-36), randomly shuffled control motifs in intervals that are bound in all four species (“4-way control”, p = 1.62e-43) or randomly shuffled control motifs in intervals that are unique to *D. melanogaster* (“D. mel control”, p = 1.67e-9). (**D**) On average, Dichaete intervals that are bound in all four species have more Sox motifs that are both positionally conserved and show 100% nucleotide conservation across all species than intervals that are only bound in *D. melanogaster* (p = 6.04e-28). The multiple alignment illustrates a positionally conserved Sox motif with 100% nucleotide conservation (highlighted in purple).

Previous comparative ChIP-seq studies of TF binding in *Drosophila* have found that overall nucleotide conservation is not significantly elevated in binding intervals that are conserved between species [76,77]. To determine whether this is also the case for our DamID data, we used PRANK, a phylogeny-aware aligner [92,93], to create multiple alignments of high-confidence orthologous sequences from each species with Dichaete binding intervals showing four-way binding conservation and those showing unique *D. melanogaster* binding. These sequences should contain the regions of regulatory DNA to which Dichaete binds; however, they are also likely to contain flanking regions that are not functionally relevant. Not surprisingly, we did not detect a higher rate of nucleotide conservation in intervals showing four-way binding conservation compared to the unique *D. melanogaster* intervals; in fact, the uniquely-bound intervals show slightly, but significantly, greater sequence conservation across their entire lengths (Wilcoxon rank sum test, p = 2.34e-20) (Figure 5B). We scanned the multiple alignments for matches to the *de novo* Sox motifs we identified and calculated the rates of nucleotide conservation specifically within these motifs [94,95]. In contrast to the full binding interval sequences, Sox motifs within intervals showing four-way conservation show significantly higher rates of nucleotide conservation than those in intervals that are only bound in *D. melanogaster* (Wilcoxon rank sum test, p = 9.56e-36). As a further control, we randomly shuffled the Sox motifs to produce a set of motifs with the same GC content and length and searched for matches to each of them in the multiply aligned binding intervals. While the average rates of nucleotide conservation in matches to shuffled control motifs are slightly higher in intervals that display four-way binding conservation than in unique *D. melanogaster* intervals, Sox motifs in intervals with four-way binding conservation are significantly more highly conserved than control motifs in either set of intervals (Wilcoxon rank sum test, p = 1.63e-42 and p = 1.67e-9) (Figure 5C).

We also searched for Sox motifs that were independently identified at the exact orthologous location in all four species (positionally conserved). We found that approximately 20% of Sox motifs in binding intervals showing four-way binding conservation are positionally conserved, as opposed to 16% of Sox motifs in intervals that are only bound in *D. melanogaster*, a significant difference (Wilcoxon rank sum test, p = 2.55e-24). A similar pattern holds for the subset of positionally conserved motifs that show complete sequence conservation between all four species (Figure 5D). These perfectly conserved motifs make up approximately 15% of Sox motifs in intervals that show four-way binding conservation but only 12% of Sox motifs in intervals that are uniquely bound in *D. melanogaster*. Again, this difference in motif conservation is statistically significant (Wilcoxon rank sum test, p = 6.04e-28). Taken together, these results show that, while DamID intervals that are bound by Dichaete *in vivo* in multiple species are not more highly conserved on average than those that are only bound in one species, individual Sox motifs within those intervals are both more likely to retain orthologous positions and to accumulate fewer mutations during evolution. Since DamID binding intervals are generally wider than ChIP-seq intervals and are not necessarily centred around the true binding site, it can be more difficult to identify bound motifs in DamID intervals than in ChIP intervals [96]. However, our findings highlight a link between *in vivo* Dichaete binding conservation and motif conservation, suggesting both functional importance of motif density and quality as well as a mechanism by which balancing selection at the sequence level could feed back to maintain functional binding events.

### High conservation of common binding by Dichaete and SoxN

Having observed that Dichaete binding shows a higher rate of conservation at functional sites such as known enhancers and core binding intervals, we asked whether a comparative approach could yield insights into the importance of common binding by Dichaete and SoxN. Previous studies have shown that Dichaete and SoxN show extensive binding similarity across the *D. melanogaster* genome and that in some cases they can compensate for each other’s loss at the level of DNA binding [51]. However, it is not known if widespread common binding has been retained throughout *Drosophila* evolution or its functional importance relative to unique binding by each TF. To address these questions, we turned to the Dichaete-Dam and SoxN-Dam data generated in *D. melanogaster* and *D. simulans*, first taking a qualitative approach to assess common and unique binding. 

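For this comparison the 4 lists of Dichaete-Dam and SoxN-Dam intervals in D. melanogaster and, translated, in D. simulans were used, each called on 3 fusion and 3 Dam-only libraries. The 2 lists of a species were merged into regions wherever intervals shared at least 1 bp. A region was common when both factors had an interval in it and unique when only one had. It was counted as conserved when an interval of either factor in the other species overlapped it. Presence in a list depends on the threshold and on the depth of the libraries, so a unique region can also be one where the other factor fell short of the threshold.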

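The D. melanogaster lists merged into 24565 regions, of which 16980 (69.1%, bootstrap interval 68.3 to 70.0%) were bound by both factors, 3024 by Dichaete alone and 4561 by SoxN alone. In D. simulans, 9869 of 20055 regions (49.2%, 48.2 to 50.2%) were bound by both, 5353 by Dichaete alone and 4833 by SoxN alone.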

Extensive common binding by Dichaete and SoxN was observed in both species, although, somewhat surprisingly, it represented a greater proportion of all binding events in *D. melanogaster* than in *D. simulans* (Figure 6A). Nonetheless, the single largest category of binding intervals we identified were those commonly bound by Dichaete and SoxN in both species (7415 intervals).

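Merging the 4 lists gave 29047 regions, and 7283 of them (25.1%, bootstrap interval 24.1 to 26.1%) had an interval in each list. The next largest groups were 5688 regions bound by both factors in D. melanogaster alone and 3416 bound by SoxN in D. melanogaster alone. Regions in all 4 lists had a median length of 1844 bp, compared with 657 bp for all regions, a direction that merging gives by construction. Keeping only intervals of at least 500 bp left 4155 regions in all 4 lists, and requiring each list to cover at least 50% of a region left 2454.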

**Figure 6:**
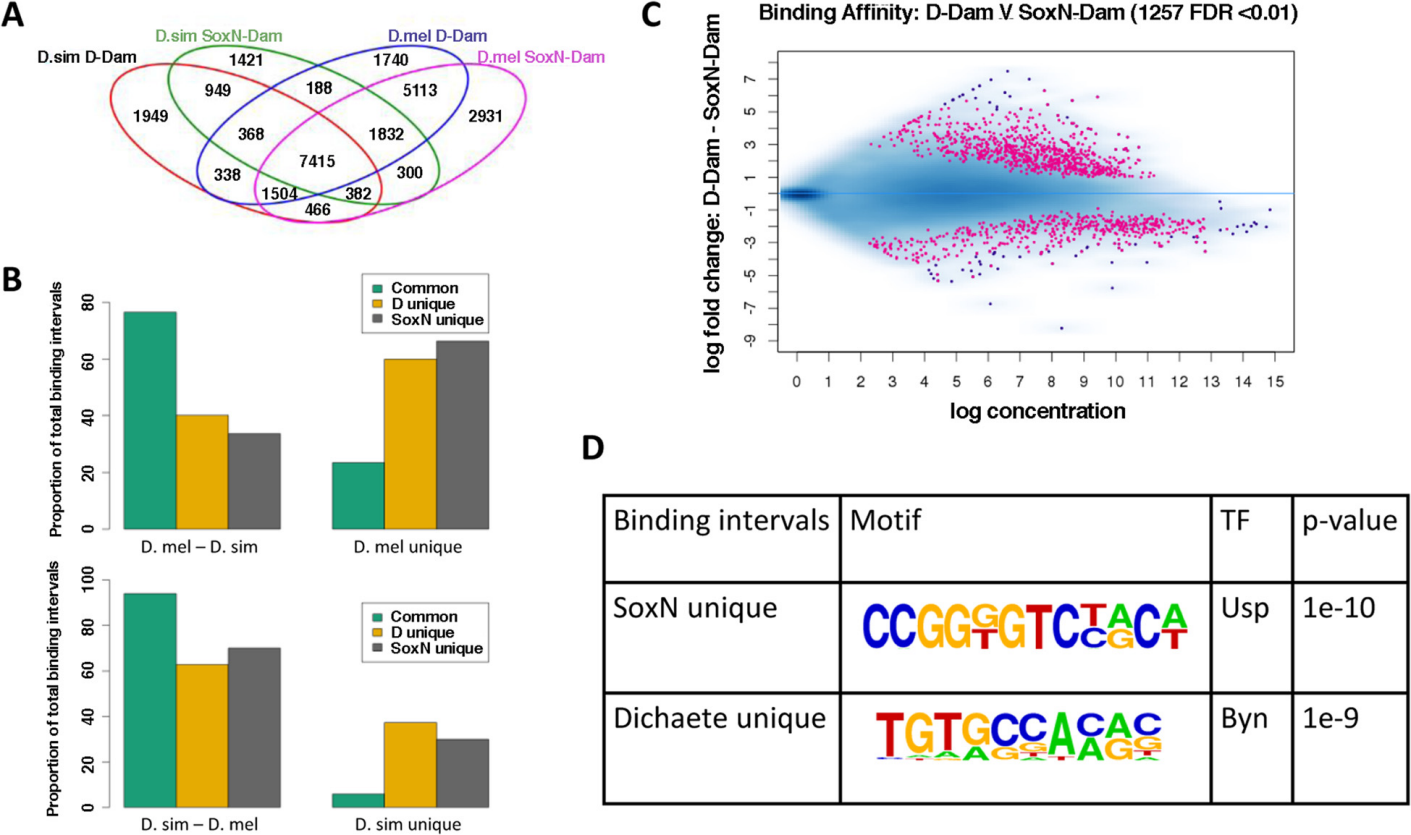
Preferential conservation of common binding by Dichaete and SoxN. (**A**). Venn diagram showing all Dichaete and SoxN binding intervals identified in *D. melanogaster* and *D. simulans*. The single largest category (7415 intervals) consists of commonly bound, conserved binding intervals. (**B**). Bar plots showing that commonly bound intervals are more likely to be conserved between *D. melanogaster* and *D. simulans* than intervals uniquely bound by either Dichaete or SoxN. The difference in conservation rates is highly significant for both *D. melanogaster* intervals (top, p < 2.2e-16 [approaches 0]) and *D. simulans* intervals (bottom, p < 2.2e-16 [approaches 0]). (**C**) MA plot showing binding intervals that are differentially bound between Dichaete (pink, fold change > 0) and SoxN (pink, fold change < 0) in both *D. melanogaster* and *D. simulans*. Fewer quantitative differences in binding are detected between the two TFs than between the binding profiles of one TF in two species. (**D**) Enriched motifs identified in intervals that are uniquely bound by SoxN or Dichaete in both *D. melanogaster* and *D. simulans*. A motif matching Ultraspiracle (Usp), a TF involved in axon pathfinding, was found in unique SoxN intervals, while a motif matching Brachyenteron (Byn), a TF critical for hindgut development, was found in unique Dichaete intervals.

Not only were there a large number of binding intervals commonly bound in both species, intervals that are commonly bound in either species are significantly more likely to be conserved than intervals bound uniquely by one Sox protein (Figure 6B). Out of all the intervals identified in *D. melanogaster* that are commonly bound by Dichaete and SoxN, 76.5% show binding conservation in *D. simulans*. In contrast, only 40.1% of uniquely bound Dichaete intervals are conserved in *D. simulans*, and 33.7% of uniquely bound SoxN intervals are conserved (Table 4), a highly significant difference between common and unique binding (χ^2^ = 3398.3, d.f. = 2, p < 2.2e-16 [approaches 0]). 

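Among the D. melanogaster regions, 11292 of 16980 common regions (66.5%, bootstrap interval 64.4 to 68.6%) were overlapped by an interval of either factor in D. simulans. Of the Dichaete unique regions 963 (31.8%, 29.6 to 34.0%) were overlapped, and of the SoxN unique regions 1145 (25.1%, 23.4 to 26.9%). The chi-square statistic over the 3 groups was 3202 with 2 degrees of freedom, which treats neighbouring regions as independent. Common regions exceeded unique ones by 38.7 percentage points, against a mean of 10.6 after circular shifts of the D. simulans lists (p = 0.001, one-sided circular permutation test). Common regions were longer, with a median of 922 bp against 357 bp for Dichaete unique and 300 bp for SoxN unique regions. When conserved meant bound by the same factor or factors in D. simulans, the shares were 44.0% for common, 24.2% for Dichaete unique and 14.6% for SoxN unique regions. With an interval of either factor counted again, the difference of 38.7 became 21.5 percentage points when standardised to one length distribution. The largest standardised value after shifts was 7.10 (p = 0.001, permutation).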

Performing the same analysis on the binding intervals identified in *D. simulans* reveals an even more striking effect, with 94.1% of commonly bound intervals showing binding conservation in *D. melanogaster*. 

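Among the D. simulans regions, 8657 of 9869 common regions (87.7%, bootstrap interval 86.9 to 88.5%) were overlapped by a D. melanogaster interval of either factor. This was the case for 53.6% of Dichaete unique regions (52.1 to 55.2%) and 61.1% of SoxN unique regions (59.4 to 62.8%). The difference between common and unique regions was 30.6 percentage points, against a mean of 10.6 after shifts (p = 0.001, one-sided circular permutation test), and 19.9 after standardisation for length. Conserved by the same factor or factors were 78.9% of common, 42.6% of Dichaete unique and 55.5% of SoxN unique regions. Over the 3 groups the chi-square statistic was 2405. From the rates in both species, the paper concludes that intervals bound in common by Dichaete and SoxN are more likely to be conserved than those bound by only one of them.

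**Figure D3:**
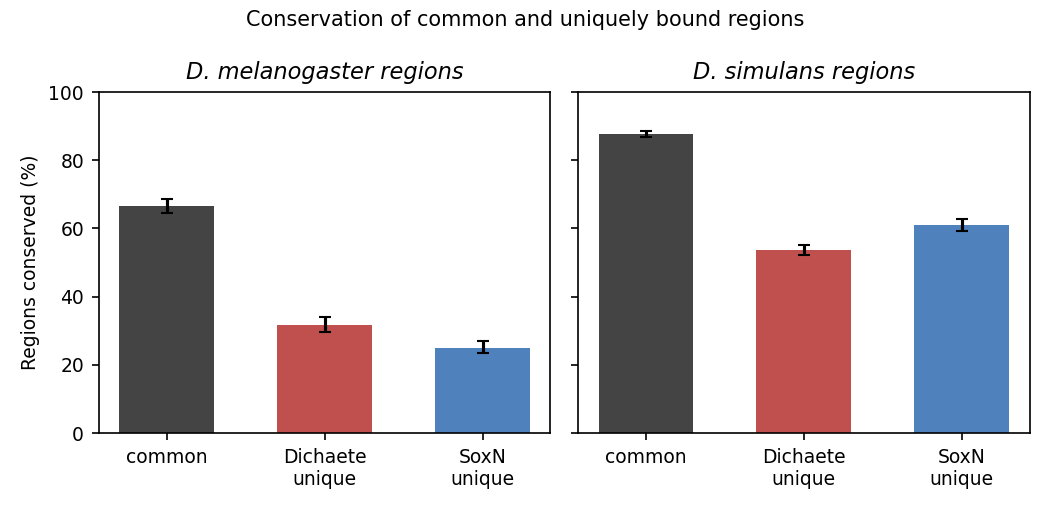
Percentage of merged D. melanogaster regions (left) and D. simulans regions (right) overlapped by an interval of either factor in the other species. Bars stand for regions bound by both factors (dark grey), by Dichaete alone (red) and by SoxN alone (blue), with the 95% interval of the bootstrap over blocks of 1 Mb. The dark grey bars, at 66.5% and 87.7%, are the highest in each panel.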

Again, the difference in conservation rates between commonly and uniquely bound intervals is highly significant (χ^2^ = 2488.9, d.f. = 2, p < 2.2e-16 [approaches 0]). This effect is stronger than any of the previously examined functional categories, including known enhancers and core intervals.

**Table 4:** **Conservation of common and unique binding by Dichaete and SoxN**

**Species**	**Binding pattern**	**Percent of binding intervals conserved**	**Percent of binding intervals not conserved**
*D. melanogaster*	Common	76.5%	23.5%
	Dichaete unique	40.1%	59.9%
	SoxN unique	33.7%	66.3%
*D. simulans*	Common	94.1%	5.9%
	Dichaete unique	62.8%	37.2%
	SoxN unique	70.1%	29.9%

Assigning these conserved, commonly bound intervals to putative target genes resulted in the identification of 5966 conserved, common group B Sox targets in *D. melanogaster* and *D. simulans* (Additional file 9). These genes have a profile that is consistent with the known picture of group B Sox function. They are primarily upregulated in the developing CNS and are enriched for GO:BP terms related to biological regulation (p = 1.48e-49), system development (p = 2.86e-37), generation of neurons (p = 4.55e-31) and neuron differentiation (p = 4.92e-28) (Additional file 10). This suggests that many important functions of Dichaete and SoxN in the fly are achieved through regulation of genes at which both proteins can and do bind, and that this common, potentially redundant binding is evolutionarily conserved. To examine the conservation of these conserved, common group B targets on an expanded evolutionary scale, we compared them with the targets of the mouse group B Sox proteins Sox2 and Sox3 and the group C Sox protein Sox11 (Table 5). We mapped the targets of each of these proteins in neural precursor cells (NPCs), [29] to their *D. melanogaster* orthologues, resulting in a list of 1301 orthologues of Sox2 targets, 4213 orthologues of Sox3 targets and 1485 orthologues of Sox11 targets. Between 40-45% of the targets of each mouse Sox protein have conserved orthologues that are commonly bound by Dichaete and SoxN in the *Drosophila* genome, which is consistent with similar comparisons previously made between mouse Sox2 targets and targets of Dichaete and SoxN separately [51,67]. Interestingly, roughly twice as many orthologues were found to be shared between Sox11 and SoxN alone as between Sox11 and the common targets of Dichaete and SoxN. This supports our previous suggestion that, while Dichaete and SoxN may contribute equally to homologous mammalian group B1 Sox functions, SoxN has evolved to take on a large part of the neural differentiation functions attributed to Sox11 independently of Dichaete. Overall, there is a high overlap between targets of mouse group B and C Sox proteins in the mammalian CNS and common, conserved targets of Dichaete and SoxN in the fly, supporting the deep evolutionary conservation of Sox functions in the CNS.

**Table 5:** **Overlap between targets of mouse Sox proteins and common or core Dichaete and SoxN targets**

**Mouse protein**	**Orthologues of mouse targets in** ***D. melanogaster***	**Overlap with common Dichaete/SoxN targets**	**Overlap with core SoxN targets**	**Overlap with core Dichaete targets**
Sox2	1301	589	443	522
Sox3	4213	1730	1134	1590
Sox11	1485	595	1092	610

Core targets were identified in multiple independent *in vivo* binding profiles in *D. melanogaster*.

While Dichaete and SoxN commonly bind the majority of conserved binding intervals, we also identified intervals that are uniquely bound by each TF in both species. 

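In the merged union of the 4 lists, 295 regions had a Dichaete interval in both species and no SoxN interval in either, with a median length of 613 bp. The opposite pattern, SoxN in both species without Dichaete, was found in 237 regions with a median of 487 bp. These are 1.02% and 0.816% of the 29047 regions.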

We used DiffBind [87] to analyse quantitative differences in Dichaete and SoxN binding in both *D. melanogaster* and *D. simulans*. We detected 1257 binding intervals that are differentially bound between Dichaete and SoxN in both species (FDR1), with a greater number of intervals being preferentially bound by Dichaete (778) than SoxN (479) (Figure 6C). This is a considerably smaller difference than was seen when comparing Dichaete or SoxN binding between species, meaning that the binding profiles of these two paralogous TFs are less differentiated than the binding profiles of either Dichaete or SoxN in the genomes of two different species. We assigned both the preferentially bound intervals and the qualitatively uniquely bound intervals to target genes. This resulted in a set of 925 preferential Dichaete targets and 526 preferential SoxN targets, with 54 overlapping genes, and a set of 381 unique Dichaete targets and 361 unique SoxN targets, with only 14 overlapping genes (Additional files 11 and 12).

Although the preferential and unique targets of each TF are not identical, they share some properties that can shed light on the unique functions of each protein. In both cases, while the two sets of genes have similar enrichments in terms of GO:BP terms, including terms related to morphogenesis, development, neuron differentiation and biological regulation (Additional files 13 and 14), their spatial expression patterns according to FlyAtlas show different profiles. Both unique and preferential targets of SoxN are primarily upregulated in the larval CNS. The SoxN preferential target genes are enriched in the Reactome pathway *Role of Abl in Robo-Slit* signalling, an important pathway in axon guidance. Additionally, a *de novo* motif search in the uniquely bound SoxN intervals uncovered a motif corresponding to Ultraspiracle (Usp), a TF involved in several aspects of neuron morphogenesis [97,98]. SoxN has been shown to be involved in the later aspects of CNS development, including axon pathfinding [51,62], and its direct targets show high overlap with orthologous targets of mouse Sox11, which is active in post-mitotic, differentiating neurons [29]. Our results suggest that these functions may define the primary unique role of SoxN. On the other hand, Dichaete preferential and unique targets are upregulated in a wider range of tissues, including the brain, head, larval CNS, crop, eye, hindgut and thoracicoabdominal ganglion. Dichaete has previously been shown to be expressed and play a regulatory role in both the embryonic hindgut and brain [63,67]. One of the top *de novo* motifs identified in the uniquely bound Dichaete intervals corresponds to Brachyenteron (Byn), a TF that is critical for the development of the hindgut [99,100]. These results suggest that, while Dichaete and SoxN have many similar functions during development, key differences in their roles and target genes may be determined by differences in their own expression patterns, a signature of neofunctionalisation.

Our analysis of the genome-wide *in vivo* binding patterns of two group B Sox proteins in a comparative evolutionary context demonstrates a high degree of conservation in group B Sox function in the *Drosophila* species studied while identifying numerous instances of binding site turnover. In agreement with studies of other TFs in *Drosophila*, the amount of Dichaete binding site turnover between species and quantitative divergence in binding strength increases with phylogenetic distance [76,77,79]. However, we have also identified functional categories of sites which display significantly higher conservation than the background level, including binding intervals in known CRMs, binding intervals that have previously been identified as core intervals and intervals where both Dichaete and SoxN bind together. A two-way analysis of Dichaete and SoxN binding in two species of *Drosophila* reveals that the majority of conserved intervals are commonly bound by both TFs, leading us to identify a list of conserved, common group B Sox targets, while an analysis of uniquely bound conserved intervals provides indications as to the features that differentiate Dichaete and SoxN functions during development. Our results emphasize the fact that common, potentially redundant binding by Dichaete and SoxN has been specifically conserved during *Drosophila* evolution.

## Discussion

In this study, we have expanded upon our previous work identifying binding targets of Dichaete and SoxN in *D. melanogaster* to examine the evolutionary dynamics of group B Sox binding patterns in multiple species of *Drosophila*. Our analysis of Dichaete binding in four species showed high overall conservation in terms of target genes and genomic features associated with binding, but also uncovered extensive turnover in individual binding events. At the sequence level, we identified highly enriched Sox motifs in all sets of binding intervals that showed both density and nucleotide conservation rates correlated with binding conservation. To address the widespread common binding observed between Dichaete and SoxN, we performed a two-way comparison of the binding patterns of both TFs in two species, *D. melanogaster* and *D. simulans*. We observed that common binding is preferentially conserved between species in comparison to binding by a single factor alone, suggesting that Dichaete and SoxN’s ability to bind to the same loci is an important feature of their developmental functions. In addition, a large number of commonly bound targets are conserved, orthologous targets of group B Sox proteins in the mouse, particularly Sox2 and Sox3, which also show co-expression and functional redundancy in the developing CNS, raising the possibility of a deeply-conserved role for compensation among Sox group co-members.

We found a number of patterns in our three-way evolutionary analysis of Dichaete binding in *D. melanogaster, D. simulans* and *D. yakuba*. Normalizing the read counts from all samples together allowed us to reduce the effects of comparing separately thresholded datasets, which can lead to an underestimate of similarity. When we counted the divergent binding intervals between species, we found that the number of differences increases with the phylogenetic distance of the species being compared. A similar pattern was found in the correlations between binding profiles across all bound regions, with samples from more closely related species having higher correlations. These correlations, ranging from 0.62 – 0.72, are in line with the correlations between AP factor binding profiles in *D. melanogaster* and *D. yakuba*, which range from 0.57 for Cad to 0.75 for Kr [76]. We also identified instances of binding site turnover at individual gene loci, which could potentially represent compensatory gains and losses maintaining target gene expression levels during evolution. This mode of regulatory evolution appears to be important for Dichaete, as we found that in all pairwise comparisons, the majority of binding intervals that were not positionally conserved in one species had at least one binding interval present at a different position within the same locus in the other species. Interestingly, very few of these turnover events happened in CRMs that also displayed turnover between species [84], suggesting fluidity in individual binding site locations within relatively stable blocks of regulatory DNA [101]. Nonetheless, binding intervals associated with annotated CRMs from FlyLight or REDFly display a higher rate of conservation than those located outside of CRMs altogether, which highlights their functional role.

If balancing selection has worked to maintain functional binding events during *Drosophila* evolution, then one would expect to find selective constraint on the nucleotide sequence within binding intervals. Indeed, given the design of our DamID experiments, in which we expressed fusion proteins containing the *D. melanogaster* group B Sox sequences in each species, any differences in binding should be attributable to differences in the genome sequence or nuclear environment of each species, rather than to the Sox proteins themselves. Previous comparative studies using ChIP-seq have found that overall nucleotide conservation is not significantly elevated in conserved binding intervals [76,77], and our findings agree with this observation. However, we did find significant correlations between binding conservation and Sox motif content in intervals. Conserved binding intervals have more matches to Sox motifs on average than non-conserved intervals or randomly chosen control intervals, indicating that an increased motif density may contribute to functional binding by group B Sox proteins and be an important facet in binding conservation. Conserved binding intervals also contain more Sox motifs that are positionally conserved across species and that show complete nucleotide conservation than non-conserved intervals. Additionally, Sox motifs within conserved intervals have a higher percentage of conserved nucleotides across all four species than those in non-conserved intervals or randomly shuffled control motifs. While we cannot determine from these data whether the presence of high-quality Sox motifs causes functional binding or whether functional binding leads to selective pressure to maintain Sox motifs, our results suggest that a feedback loop might operate between these two conditions, leading to the observed correlation between highly conserved motif matches and *in vivo* binding conservation.

One of the most perplexing aspects of group B Sox biology in both insects and vertebrates is their extensive co-expression, apparent functional redundancy and widespread common binding patterns. While we have previously described broad common binding as well as specific examples of binding compensation between Dichaete and SoxN in *D. melanogaster*, the functional and evolutionary significance of these patterns have remained unclear. Here we have found a clear preferential conservation of commonly bound intervals between *D. melanogaster* and *D. simulans*. These two species of *Drosophila* are closely related, showing a high amount of synteny and a level of divergence equivalent to that between human and the rhesus macaque, as measured by substitutions per neutral site [102,103]. In agreement with previous studies, the rates of binding divergence for both Dichaete and SoxN between *Drosophila* species are lower than those for TFs in vertebrate species at comparable evolutionary distances [20,81]. Nonetheless, despite the overall high level of binding conservation, the increase in conservation at commonly bound sites compared to uniquely bound sites, with 94% of commonly-bound *D. simulans* sites being conserved in *D. melanogaster*, is striking and highly significant. We expect that a comparison of group B Sox binding patterns in more distantly related *Drosophila* species will reveal even greater differences.

Integrating *in vivo* binding data from two species allowed us to identify a set of orthologous binding intervals that are consistently bound by both Dichaete and SoxN across genomes and nuclear environments. Many of the target genes associated with these intervals are deeply conserved group B Sox targets. Comparing these target genes with the targets of mouse Sox2, Sox3 and Sox11 in the CNS revealed that the common, conserved targets of Dichaete and SoxN show greater overlap with both Sox2 and Sox3 targets than either SoxN or Dichaete targets alone. On the other hand, the targets of Sox11, a group C Sox protein, show greater overlap with SoxN targets than with either Dichaete or common targets in the fly. Taken together, these data suggest that common binding is an important feature of group B Sox function and that the roles played by Dichaete and SoxN through common binding are representative of ancient roles for group B Sox proteins that are conserved from insects to vertebrates.

The reasons for maintaining two paralogous TFs with such highly overlapping binding patterns and many compensatory functions during evolution remain unclear. One hypothesis is that conserved common binding is necessary to provide robustness to regulatory networks during critical stages of early neural development [51,73,104,105]. However, common, conserved targets of Dichaete and SoxN include both genes where the two TFs have been shown to demonstrate functional compensation, such as the homeodomain DV-patterning genes *intermediate neuroblasts defective (ind)* and *ventral nervous system defective (vnd)*, as well as genes where they show at least some opposite regulatory effects, such as the proneural genes *achaete (ac)* and *lethal of scute (l’sc)* or *prospero (pros)*, a TF involved in neuroblast differentiation [51,66,67]. In addition to directly regulating the expression of target genes, Sox proteins can also induce DNA bending, potentially altering the local chromatin environment and creating indirect effects on gene expression by bringing other regulatory factors together [106-108]; such an architectural role might be more easily performed by multiple family members than target-specific functions. These observations suggest a complex functional relationship between group B Sox family members in flies, including both functional compensation and balanced, opposing effects at certain loci, both of which are evolutionarily conserved. The high overlap in the regulatory networks influenced by Dichaete and SoxN [51] might itself lead to selective constraint on binding sites, as mutations affecting sites that can be functionally bound by both TFs would have a greater disruptive effect. This is consistent with the highly conserved DNA-binding domains found in paralogous group B Sox proteins.

A model of strong selection to maintain common binding between Dichaete and SoxN can also explain the types of neofunctionalisations that they have acquired. At the sequence level, the majority of the diversification between *Dichaete* and *SoxN* can be found in regions outside of the HMG domain, which could drive interactions with specific binding partners, and in each gene’s regulatory regions, which determine where they are uniquely or co-expressed [45]. Although they show extensive overlapping expression in the developing CNS, Dichaete and SoxN are also expressed in specific domains in the embryo; Dichaete shows unique expression in the midline, brain and hindgut, while SoxN is expressed uniquely in the lateral column of the neuroectoderm and in a specific pattern in the epidermis at later stages [50,55,63,109]. The functional signatures of target genes that we found to be uniquely bound and evolutionarily conserved, including both spatial expression patterns and enriched motifs corresponding to potential cofactors, point to these domain-specific roles. Although changes in target specificity due to binding with cofactors has not been demonstrated for Sox proteins in *Drosophila*, it is a well-characterized phenomenon for the Hox family of TFs [11,110,111]. Dichaete has previously been shown to bind together with Ventral veins lacking (Vvl) in the midline [50,56]; we have identified an enriched motif for the hindgut-specific factor Byn in uniquely bound, conserved Dichaete intervals, which may represent a similar interaction.

Unlike vertebrate group B Sox proteins, which can be split into two subgroups with largely specialised regulatory functions, Dichaete and SoxN appear to act as partially redundant activators at a large set of common target genes and to oppose each other’s activity at a smaller set of targets. In addition, each protein uniquely regulates smaller subsets of genes, both positively and negatively, in specific tissues [51]. These differences reflect the independent evolutionary trajectories of group B *Sox* genes in vertebrates and insects, which are still not fully resolved [45,60]. However, given the broad patterns of co-expression and functional redundancy observed between co-members of various Sox families across the Sox phylogeny [27,31,32,37-43,49], it is logical to ask whether such partial redundancy is a shared ancestral feature or the result of convergent evolution. Two competing models for the evolution of group B *Sox* genes both propose at least one duplication event at the ancestral *SoxB* locus before the protostome/deuterostome split, either in tandem or as the result of a whole genome duplication [60]. While the details of the group B *Sox* expansion are debated, it is possible that redundancy between the first group B *Sox* paralogues may have been retained throughout evolution, while later paralogues split into group B1 and B2 in vertebrates or acquired partial neofunctionalisations in insects. This model, combined with our data, suggests that the integrated action of multiple Sox proteins is an ancestral feature of CNS development that has been consistently selected for and that continues to be elaborated on and refined in different lineages.

## Conclusions

The studies presented here have examined the *in vivo* binding of the *Drosophila* group B Sox proteins Dichaete and SoxN in an evolutionary context, focusing on a detailed analysis of the patterns of binding site turnover for Dichaete in four species and a multi-factor analysis of Dichaete and SoxN binding in two species. We show broad conservation of Dichaete and SoxN regulatory networks coupled with widespread binding divergence at a rate that is consistent with studies of other TFs in *Drosophila*. We demonstrate preferential binding conservation at functional sites, including known CRMs, as well as even stronger binding conservation at sites that are commonly bound by Dichaete and SoxN. The common, conserved binding intervals define a set of targets that also share deep orthology with targets of mouse group B Sox proteins, suggesting that they represent ancestral functions in the CNS. Finally, we propose a mode of group B Sox evolution whereby common binding and partial redundancy is specifically maintained, while individual paralogues acquire novel functions largely through changes to their own expression patterns and/or binding partners.

## Methods

### Fly husbandry and embryo collection

The wild-type strains of the following *Drosophila* species were used in all experiments: *D. melanogaster w*^*1118*^*; D. simulans w*^*[501]*^ (reference strain - http://www.ncbi.nlm.nih.gov/genome/200?genome_assembly_id=28534); *D. yakuba* Cam-115 [112]; *D. pseudoobscura pseudoobscura* (reference strain - http://www.ncbi.nlm.nih.gov/genome/219?genome_assembly_id=28567). *D. melanogaster, D. simulans* and *D. yakuba* stocks were kept at 25°C on standard cornmeal medium. *D. pseudoobscura* stocks were kept at 22.5°C at low humidity on banana-opuntia-malt medium (1000 ml water, 30 g yeast, 10 g agar, 20 ml Nipagin, 150 g mashed bananas, 50 g molasses, 30 g malt, 2.5 g opuntia powder). All embryo collections were performed at 25°C on grape juice agar plates supplemented with fresh yeast paste. Embryos were dechorionated for 3 minutes in 50% bleach and washed with water before snap-freezing in liquid nitrogen and storage at −80°C.

### Generation of transgenic lines

Three piggyBac vectors were created for DamID, containing a Dichaete-Dam construct, a SoxN-Dam construct or a Dam-only construct. The SoxN-Dam fusion protein coding sequence, along with upstream UAS sites, an *Hsp70* promoter and the *SV40* 5′ UTR, was cloned from an existing pUAST vector [51]. The Dichaete-Dam fusion protein coding sequence, along with upstream UAS sites, an *Hsp70* promoter and the *kayak* 5′ UTR, was cloned from genomic DNA extracted from a *D. melanogaster* line carrying this construct [113]. The Dam coding region, as well as upstream UAS sites, an *Hsp70* promoter and the *SV40* 5′ UTR, was directly excised from an existing pUAST vector (gift from T. Southall) using *Sph*I and *Stu*I. All inserts were first cloned into the pSLfa1180fa shuttle vector (gift from E. Wimmer) [114] (SoxN-Dam: *Spe*I/*Stu*I, Dichaete-Dam: *Spe*I/*Avr*II, Dam: *Sph*I/*Stu*I). The inserts were then excised from the shuttle vectors using the octo-cutters *Fse*I and *Asc*I and cloned into the final pBac3xP3-EGFP vector (also from Ernst Wimmer). Plasmid DNA was microinjected into embryos from each species at a concentration of 0.6 μg/μl, together with a piggyBac helper plasmid at 0.4 μg/μl. All microinjections were performed by Sang Chan in the Department of Genetics injection facility, University of Cambridge. Surviving adults were backcrossed to *w; Sco/SM6a* males or virgin females for *D. melanogaster* or to males or virgin females from the parental line for the other species. F1 progeny were scored for eye-specific GFP expression, and *D. melanogaster* insertions were balanced over either *SM6a* or *TM6c*.

### Isolation of DamID DNA and sequencing

Embryos from the *Dichaete-Dam*, *SoxN-Dam* and *Dam-only* transgenic lines in each species were collected after overnight lays and DNA was isolated using minor modifications to the protocol of Vogel and colleagues [96]. Three biological replicates were collected from each line, consisting of approximately 50–150 μl settled volume of embryos per replicate. To extract high-molecular weight genomic DNA, each aliquot of embryos was homogenized in a Dounce 15-ml homogenizer in 10 ml of homogenization buffer. 10 strokes were applied with pestle B, followed by 10 strokes with pestle A. The lysate was then spun for 10 minutes at 6000 g. The supernatant was discarded, and the pellet was resuspended in 10 ml homogenization buffer, then spun again for 10 minutes at 6000 g. The supernatant was again discarded, and the pellet was resuspended in 3 ml homogenization buffer. 300 μl of 20% n-lauroyl sarcosine were added, and the samples were inverted several times to lyse the nuclei. The samples were treated with RNaseA followed by proteinase K at 37°C. They were then purified by two phenol-chloroform extractions and one chloroform extraction. Genomic DNA was precipitated by adding 2 volumes of EtOH and 0.1 volume of 3 M NaOAc, dried and resuspended in 50–150 μl TE buffer, depending on the starting amount of embryos.

30 μl of each DNA sample was digested for at least 2 hours with *Dpn*I at 37°C. To eliminate observed contamination from non-digested genomic DNA, 0.7 volumes of Agencourt AMPure XP beads (Beckman Coulter) were added to each sample to remove high-molecular weight DNA. 1.1 volumes of Agencourt AMPure XP beads were then added to recover all remaining DNA fragments, which were eluted in 30 μl TE buffer and then ligated to a double-stranded oligonucleotide adapter. If bands were observed in the PCR products, the ligation was repeated with adapters titrated to 1:2 or 1:4. Ligation products were digested with *Dpn*II to remove fragments with unmethylated GATC sequences and amplified by PCR, followed by purification via a phenol-chloroform extraction. The DNA was precipitated and resuspended in 50 μl TE buffer, then sonicated in order to reduce the average fragment size using a Covaris S2 sonicator with the following settings: intensity 5, duty cycle 10%, 200 cycles/burst, 300 seconds. The samples were purified using a QIAquick PCR Purification kit to remove small fragments. Sample concentrations were measured using a Qubit with the DNA High Sensitivity Assay (Life Technologies), and the size distributions of DNA fragments were measured using a 2100 Bioanalyzer with the High Sensitivity DNA kit and chips (Agilent). Samples were sent to BGI Tech Solutions (HongKong) Co., Ltd., for library construction using the standard ChIP-seq library protocol and were sequenced on an Illumina MiSeq or HiSeq 2000. Libraries were multiplexed with 2 samples per run for the MiSeq and 9–12 samples per lane for the HiSeq. MiSeq libraries were run as 150-bp single-end reads, while HiSeq libraries were run as 50-bp single-end reads.

### Sequencing data analysis

Cutadapt [115] was used to trim DamID adapter sequences from both ends of reads. Trimmed reads were mapped against the following reference genomes using bowtie2 [116] with the default settings: *D. melanogaster* April 2006 (UCSC dm3, BDGP) [117,118], *D. simulans* April 2005 (UCSC droSim1, The Genome Institute at Washington University (WUSTL)) [102], *D. yakuba* November 2005 (UCSC droYak2, The Genome Institute at WUSTL) [102] and *D. pseudoobscura* November 2004 (UCSC dp3, Baylor College of Medicine Human Genome Sequencing Center (BCM-HGSC)) [102,119]. All reference genomes were downloaded from the UCSC Genome Browser (http://hgdownload.soe.ucsc.edu/downloads.html). Mapped reads were sorted and indexed using SAMtools [120].

For DamID data analysis, the position of every GATC site in each genome was determined using the HOMER utility scanMotifGenomeWide.pl (http://homer.salk.edu/homer/index.html) [121]. For each sample, reads were extended to the average fragment length (200 bp) using the BEDTools slop utility. The number of extended reads overlapping each GATC fragment was then calculated using the BEDTools coverage utility [91]. The resulting counts for each sample were collated to form a count table, consisting of one column for each fusion protein or Dam-only sample and one row for each GATC fragment. The count tables served as inputs to run DESeq2 (run in R version 3.1.0 using RStudio version 0.98), which was used to test for differential enrichment in the fusion protein samples versus the Dam-only samples at each GATC fragment [122]. Fragments flagged as differentially enriched (log2 fold change > 0 and adjusted p-value < 0.05 or < 0.01) were extracted, and neighbouring enriched fragments within 100 bp were merged to formed binding intervals. Binding intervals were scanned for *de novo* and known motifs using HOMER findMotifsGenome.pl [121]. An overview of this pipeline can be found at https://github.com/sarahhcarl/flychip/wiki/Basic-DamID-analysis-pipeline.

Both binding intervals and reads from non-*D. melanogaster* species were translated to the *D. melanogaster* UCSC dm3 reference genome using the LiftOver utility from the UCSC Genome Browser (http://genome.ucsc.edu/cgi-bin/hgLiftOver) [123]. For *D. simulans* and *D. yakuba*, the minMatch parameter was set to 0.7, while for *D. pseudoobscura* it was set to 0.5; multiple outputs were not permitted. DiffBind was used to enable a quantitative comparison between DamID datasets from all species using translated data [87]. Translated reads in BED format were back-converted to SAM format using a custom perl script (bed2sam.pl, https://github.com/sarahhcarl/Flychip/tree/master/DamID_analysis), and then into BAM format using SAMtools [120]. For each analysis, the translated reads from each sample were normalized together in DiffBind using the DESeq2 normalization method.

Binding intervals were assigned to the closest gene in the *D. melanogaster* genome using a perl script written by Bettina Fischer (University of Cambridge). Genomic feature annotations were performed using ChIPSeeker [124]. The distances from binding intervals to TSSs were calculated and plotted using ChIPpeakAnno [125]. All calculations of overlaps between interval datasets were performed using the BEDTools intersect utility [91]. All visualization of sequence data was done using the Integrated Genome Browser (IGB) [126]. Gene ontology analysis was performed using FlyMine [127], with a Benjamini and Hochberg correction for multiple testing and a correction for gene length effect.

### Evolutionary sequence analysis of binding motifs

DiffBind was used to identify the set of Dichaete-Dam binding intervals unique to *D. melanogaster* and the set conserved in all four species [87]. The genomic coordinates of these intervals in *D. melanogaster* were extracted and translated to each other species’ reference genome assembly using LiftOver, with the minMatch parameter set to 0.7. The sequences of each orthologous binding interval in each species were obtained using the fetch-UCSC sequences tool from RSAT, preserving strand information [94]. For each interval for which one unambiguous orthologous sequence could be identified in all four species, the sequences were multiply aligned using PRANK, estimating the guide tree directly from the data [92,93]. Two strategies were used to predict Sox binding sites within binding intervals. First, the positional weight matrices (PWMs) representing the top-scoring *de novo* Sox motif identified via HOMER in each binding interval dataset were downloaded [121]. FIMO was used to search for matches to each PWM in all binding intervals, and the resulting hits were used to calculate the average number of motifs per binding interval [90]. The PWMs were also used to scan multiple alignments of both four-way conserved and unique *D. melanogaster* Dichaete-Dam binding intervals using matrix-scan from RSAT, with the pre-compiled *Drosophila* background file and with the cutoff for reporting matches set to a PWM weight-score of > = 4 and a p-value of < 0.0001. If a binding interval was identified at the same aligned position in an orthologous binding interval in more than one species, it was considered to be positionally conserved between those species. Randomly shuffled control motifs were generated using the RSAT tool permute-matrix [94] and used in the same way. All statistical tests were performed in R v.3.1.0 using RStudio v0.98.

### Data access

All sequencing and binding interval data described in this paper have been deposited in NCBI’s Gene Expression Omnibus (GEO) [128] and are accessible through GEO Series accession number GSE63333 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63333).

## Additional files

Additional file 1: Figure S1. Multiple alignment of Dichaete and SoxNeuro amino acid sequences. (A) Multiple alignment of the entire Dichaete sequence from *D. melanogaster, D. simulans, D. yakuba* and *D. pseudoobscura*. (B) Multiple alignment of the entire SoxN sequence from *D. melanogaster, D. simulans, D. yakuba* and *D. pseudoobscura*. The HMG domains of each orthologous protein are highlighted in red. Additional file 2:
**Genes annotated to Sox DamID binding intervals.** List of target genes annotated to Dichaete and SoxN DamID binding intervals in all species. For non-*melanogaster* species, the annotation was performed on binding intervals called from sequence data that had been translated to the *D. melanogaster* genome. The CG numbers from NCBI, gene symbols and Flybase identifiers for each gene are listed. Additional file 3:
**Gene ontology terms enriched in Sox target gene lists.** List of all significantly enriched GO terms for Dichaete and SoxN annotated target genes in all species. The first column lists the GO biological process term and the second column lists the corrected p-value. Additional file 4: Figure S2. Genomic features annotated to group B Sox DamID binding intervals. Feature classes include exons, introns, 5′ UTRs, 3′UTRs, promoters, immediate downstream and intergenic. Each interval may be annotated with more than one class if it overlaps multiple features. (A) Percentages of *D. melanogaster* Dichaete-Dam intervals annotated to each feature class. (B) Percentages of *D. melanogaster* SoxN-Dam intervals annotated to each feature class. (C) Percentages of *D. simulans* Dichaete-Dam intervals annotated to each feature class. (D) Percentages of *D. simulans* SoxN-Dam intervals annotated to each feature class. (E) Percentages of *D. yakuba* Dichaete-Dam intervals annotated to each feature class. (F) Percentages of *D. pseudoobscura* Dichaete-Dam intervals annotated to each feature class. (G) Plot of the distribution of distances to the nearest TSS for each binding dataset according to the scale on the right. Additional file 5:
**Enrichment for group B Sox binding in first introns.** For each translated DamID binding interval dataset, the total number of binding intervals overlapping an intron by at least 100 bp, as well as the number of binding intervals overlapping the first intron of a transcript, were counted. Each annotated transcript was quantified separately, as an intron could be considered “first” or “not first” depending on patterns of differential splicing. The significance of enrichment was calculated by an exact binomial test in comparison to the total number of introns and first introns in the *D. melanogaster* genome. Additional file 6:
**Enriched** ***de novo*** **motifs discovered in Sox binding intervals.** For each Dichaete and SoxN DamID binding interval dataset, the top 20 enriched *de novo* motifs discovered by HOMER are listed. The first column lists the rank of the motif, the second column lists the best guess TF matching the motif according to HOMER, the third column lists the consensus sequence of the motif and the fourth column lists its p-value. Additional file 7: Figure S3. DamID intervals overlapping a known CRM are preferentially conserved. (A) Dichaete-Dam binding intervals that overlap a REDFly CRM are more likely to show three-way binding conservation between *D. melanogaster, D. simulans* and *D. yakuba* (“3-way”) and are less likely to be unique to *D. melanogaster* (“D. mel unique”) than those that do not (p = 7.06e-35). (B) SoxN-Dam binding intervals that overlap a REDFly CRM are more likely to show two-way binding conservation between *D. melanogaster* and *D. simulans* (“D.mel-D.sim”) and are less likely to be unique to *D. melanogaster* than those that do not (p = 2.40e-72). (C) Dichaete-Dam binding intervals that overlap a FlyLight CRM are more likely to show three-way binding conservation and are less likely to be unique to *D. melanogaster* than those that do not (p = 3.38e-38). (D) SoxN-Dam binding intervals that overlap a FlyLight CRM are more likely to show two-way binding conservation and are less likely to be unique to *D. melanogaster* than those that do not (p = 7.27e-12). Additional file 8: Figure S4. DamID intervals overlapping a core binding interval or annotated to a direct target gene are preferentially conserved. (A) Dichate-Dam binding intervals that overlap a core Dichaete binding site are more likely to show three-way conservation between *D. melanogaster, D. simulans* and *D. yakuba* (“3-way”) and are less likely to be unique to *D. melanogaster* (“D. mel unique”) than those that do not (p = 4.10e-305). (B) SoxN-Dam binding intervals that overlap a core SoxN binding site are more likely to show two-way conservation between *D. melanogaster* and *D. simulans* (“2-way”) and are less likely to be unique to *D. melanogaster* than those that do not (p = 1.90e-161). (C) Dichaete-Dam binding intervals that are annotated to a Dichaete direct target gene are more likely to show three-way conservation and are less likely to be unique to *D. melanogaster* than those that are not (p = 2.3e-12). However, this effect is weaker than for core intervals. (D) SoxN-Dam binding intervals that are annotated to a SoxN direct target gene are more likely to show two-way conservation and are less likely to be unique to *D. melanogaster* than those that are not (p = 3.4e-5). Again, however, this effect is weaker than for core intervals. Additional file 9:
**Target genes annotated to conserved, commonly bound intervals.** List of target genes annotated to binding intervals that are commonly bound by Dichaete and SoxN as well as conserved between *D. melanogaster* and *D. simulans*. The CG numbers from NCBI, gene symbols and Flybase identifiers for each gene are listed. Additional file 10:
**Gene ontology terms enriched in commonly bound, conserved target genes.** List of all significantly enriched GO terms for target genes annotated to intervals that are commonly bound by Dichaete and SoxN and are conserved between *D. melanogaster* and *D. simulans*. The first column lists the GO biological process term and the second column lists the corrected p-value. Additional file 11:
**Target genes annotated to conserved, uniquely bound Dichaete intervals.** List of target genes annotated to binding intervals that are uniquely bound by Dichaete and conserved between *D. melanogaster* and *D. simulans*. The CG numbers from NCBI, gene symbols and Flybase identifiers for each gene are listed. Additional file 12:
**Gene ontology terms enriched in conserved, uniquely bound Dichaete target genes.** List of all significantly enriched GO terms for target genes annotated to intervals that are uniquely bound by Dichaete and are conserved between *D. melanogaster* and *D. simulans*. The first column lists the GO biological process term and the second column lists the p-value. Additional file 13:
**Target genes annotated to conserved, uniquely bound SoxN intervals.** List of target genes annotated to binding intervals that are uniquely bound by SoxN and conserved between *D. melanogaster* and *D. simulans*. The CG numbers from NCBI, gene symbols and Flybase identifiers for each gene are listed. Additional file 14:
**Gene ontology terms enriched in conserved, uniquely bound SoxN target genes.** List of all significantly enriched GO terms for target genes annotated to intervals that are uniquely bound by SoxN and are conserved between *D. melanogaster* and *D. simulans*. The first column lists the GO biological process term and the second column lists the p-value.

# Supplementary material for: Common binding by redundant group B Sox proteins is evolutionarily conserved in Drosophila
**Source:** BMC Genomics. 2015 Apr 13;16(1):292. doi: 10.1186/s12864-015-1495-3
**Supplement:** Additional file 1: Figure S1. — Multiple alignment of Dichaete and SoxNeuro amino acid sequences. (A) Multiple alignment of the entire Dichaete sequence from D. melanogaster, D. simulans, D. yakuba and D. pseudoobscura. (B) Multiple alignment of the entire SoxN sequence from D. melanogaster, D. simulans, D. yakuba and D. pseudoobscura. The HMG domains of each orthologous protein are highlighted in red.

A

|                         |     |                                     |                                                  |                                          |                                                                    |                         |
|-------------------------|-----|-------------------------------------|--------------------------------------------------|------------------------------------------|--------------------------------------------------------------------|-------------------------|
| <i>D. melanogaster</i>  | 1   | MATLSTPHMYGFLHGOA                   | QGLE                                             | ----                                     | DTAPOSQQLSPGMDMDIKRVLYHSQSLAAMGGSPNGPAGQGVNGSSGGMGHMSSHMTTPHHMQAVS |                         |
| <i>D. simulans</i>      | 1   | MATLSTPHMYGFLHGOA                   | QGLE                                             | ----                                     | DTAPOSQQLSPGMDMDIKRVLYHSQSLAAMGGSPNGPAGQGVNGSSGGMGHMSSHMTTPHHMQAVS |                         |
| <i>D. yakuba</i>        | 1   | MATLSTPHMYGFLHGOA                   | QGLE                                             | ----                                     | DTAPOSQQLSPGMDMDIKRVLYHSQSLAAMGGSPNGPAGQGVNGSSGGMGHMSSHMTTPHHMQAVS |                         |
| <i>D. pseudoobscura</i> | 1   | MATLSTPHMYGFLHGOA                   | QGLE                                             | LPSD                                     | DTAPOSQQLSPGMDMDIKRVLYHSQSLAAMGGSPNGPAGQGVNGSSGGMGHMSSHMTTPHHMQAVS |                         |
| <i>D. melanogaster</i>  | 89  | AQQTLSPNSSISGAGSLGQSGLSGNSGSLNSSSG  | -----                                            | HQSAGMHSLATSP                            | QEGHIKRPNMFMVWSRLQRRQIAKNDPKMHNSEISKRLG                            |                         |
| <i>D. simulans</i>      | 89  | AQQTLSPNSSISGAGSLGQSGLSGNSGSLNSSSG  | -----                                            | HQSAGMHSLATSP                            | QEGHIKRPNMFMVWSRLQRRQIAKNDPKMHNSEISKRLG                            |                         |
| <i>D. yakuba</i>        | 89  | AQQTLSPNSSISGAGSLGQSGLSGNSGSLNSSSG  | -----                                            | HQSAGMHSLATSP                            | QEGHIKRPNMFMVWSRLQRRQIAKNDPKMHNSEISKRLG                            |                         |
| <i>D. pseudoobscura</i> | 91  | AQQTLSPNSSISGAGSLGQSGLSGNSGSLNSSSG  | -----                                            | HQSAGMHSLATSP                            | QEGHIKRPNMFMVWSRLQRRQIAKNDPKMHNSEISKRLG                            |                         |
| <i>D. melanogaster</i>  | 178 | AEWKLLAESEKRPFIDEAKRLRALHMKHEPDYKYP | PRRKPKNPLT                                       | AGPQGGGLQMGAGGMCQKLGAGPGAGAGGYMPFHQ      | PPYFAPSHHLDQGY                                                     |                         |
| <i>D. simulans</i>      | 178 | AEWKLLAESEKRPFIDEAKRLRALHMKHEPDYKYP | PRRKPKNPLT                                       | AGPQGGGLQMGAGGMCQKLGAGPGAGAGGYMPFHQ      | PPYFAPSHHLDQGY                                                     |                         |
| <i>D. yakuba</i>        | 178 | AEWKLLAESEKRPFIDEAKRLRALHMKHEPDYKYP | PRRKPKNPLT                                       | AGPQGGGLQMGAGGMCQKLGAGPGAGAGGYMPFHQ      | PPYFAPSHHLDQGY                                                     |                         |
| <i>D. pseudoobscura</i> | 186 | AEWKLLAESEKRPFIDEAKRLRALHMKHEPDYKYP | PRRKPKNPLT                                       | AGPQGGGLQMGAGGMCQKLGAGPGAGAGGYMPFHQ      | PPYFAPSHHLDQGY                                                     |                         |
| <i>D. melanogaster</i>  | 273 | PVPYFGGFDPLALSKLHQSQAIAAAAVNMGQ     | ----                                             | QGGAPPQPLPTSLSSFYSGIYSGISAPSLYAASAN      | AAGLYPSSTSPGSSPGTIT                                                |                         |
| <i>D. simulans</i>      | 273 | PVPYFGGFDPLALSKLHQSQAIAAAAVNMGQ     | ----                                             | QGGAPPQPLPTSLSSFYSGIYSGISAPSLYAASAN      | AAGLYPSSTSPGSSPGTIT                                                |                         |
| <i>D. yakuba</i>        | 272 | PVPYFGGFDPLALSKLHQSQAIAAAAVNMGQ     | ----                                             | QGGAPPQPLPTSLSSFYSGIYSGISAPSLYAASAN      | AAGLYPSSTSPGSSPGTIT                                                |                         |
| <i>D. pseudoobscura</i> | 281 | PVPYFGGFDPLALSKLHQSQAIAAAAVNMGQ     | ----                                             | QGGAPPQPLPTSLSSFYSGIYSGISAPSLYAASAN      | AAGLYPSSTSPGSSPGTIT                                                |                         |
| <i>D. melanogaster</i>  | 363 | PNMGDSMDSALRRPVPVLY                 |                                                  |                                          |                                                                    |                         |
| <i>D. simulans</i>      | 363 | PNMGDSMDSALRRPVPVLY                 |                                                  |                                          |                                                                    |                         |
| <i>D. yakuba</i>        | 362 | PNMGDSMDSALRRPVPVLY                 |                                                  |                                          |                                                                    |                         |
| <i>D. pseudoobscura</i> | 376 | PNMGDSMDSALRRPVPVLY                 |                                                  |                                          |                                                                    |                         |
| <i>D. melanogaster</i>  | 1   | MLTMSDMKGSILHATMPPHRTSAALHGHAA      | SPYSALAPLMLNGQSELTHSOLSHNNHHHH                   | MSAHIAAASQSPNLSLSSLOSSMANTLNGSVQVG       |                                                                    |                         |
| <i>D. simulans</i>      | 1   | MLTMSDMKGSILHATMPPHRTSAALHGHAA      | SPYSALAPLMLNGQSELTHSOLSHNNHHHH                   | MSAHIAAASQSPNLSLSSLOSSMANTLNGSVQVG       |                                                                    |                         |
| <i>D. yakuba</i>        | 1   | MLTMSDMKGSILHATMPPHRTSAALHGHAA      | SPYSALAPLMLNGQSELTHSOLSHNNHHHH                   | MSAHIAAASQSPNLSLSSLOSSMANTLNGSVQVG       |                                                                    |                         |
| <i>D. pseudoobscura</i> | 1   | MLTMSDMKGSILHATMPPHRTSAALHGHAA      | SPYSALAPLMLNGQSELTHSOLSHNNHHHH                   | MSAHIAAASQSPNLSLSSLOSSMANTLNGSVQVG       |                                                                    |                         |
| <i>D. melanogaster</i>  | 95  | QGGGQGGG                            | SSPLHSSSELSP                                     | QSSISGSHHMTSPVSHOQTQGG                   | GGGG                                                               | HLGAGSALSILTGG          |
| <i>D. simulans</i>      | 13  | QGGGQGGG                            | SSPLHSSSELSP                                     | QSSISGSHHMTSPVSHOQTQGG                   | GGGG                                                               | HLGAGSALSILTGG          |
| <i>D. yakuba</i>        | 95  | QGGGQGGG                            | SSPLHSSSELSP                                     | QSSISGSHHMTSPVSHOQTQGG                   | GGGG                                                               | HLGAGSALSILTGG          |
| <i>D. pseudoobscura</i> | 94  | QGGGQGGG                            | SSPLHSSSELSP                                     | QSSISGSHHMTSPVSHOQTQGG                   | GGGG                                                               | HLGAGSALSILTGG          |
| <i>D. melanogaster</i>  | 182 | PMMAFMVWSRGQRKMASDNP                | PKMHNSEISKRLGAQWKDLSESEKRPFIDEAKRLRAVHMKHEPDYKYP | PRRTKTLT                                 | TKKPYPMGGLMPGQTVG                                                  |                         |
| <i>D. simulans</i>      | 101 | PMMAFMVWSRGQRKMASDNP                | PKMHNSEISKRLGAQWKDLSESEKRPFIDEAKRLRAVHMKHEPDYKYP | PRRTKTLT                                 | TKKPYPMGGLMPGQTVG                                                  |                         |
| <i>D. yakuba</i>        | 185 | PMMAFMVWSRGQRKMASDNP                | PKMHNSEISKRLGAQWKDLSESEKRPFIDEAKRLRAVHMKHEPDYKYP | PRRTKTLT                                 | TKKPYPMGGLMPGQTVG                                                  |                         |
| <i>D. pseudoobscura</i> | 185 | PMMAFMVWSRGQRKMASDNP                | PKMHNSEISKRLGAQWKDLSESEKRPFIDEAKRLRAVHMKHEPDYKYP | PRRTKTLT                                 | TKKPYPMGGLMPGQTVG                                                  |                         |
| <i>D. melanogaster</i>  | 277 | G-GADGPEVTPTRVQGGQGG                | QOSLNGSGGGSAIAAAIAAAQARQD                        | MYQMNAPNGYMPNGYMHADPAGAAAYOT             | STMGOHYAAQRYDMGHMT                                                 |                         |
| <i>D. simulans</i>      | 196 | G-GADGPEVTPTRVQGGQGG                | QOSLNGSGGGSAIAAAIAAAQARQD                        | MYQMNAPNGYMPNGYMHADPAGAAAYOT             | STMGOHYAAQRYDMGHMT                                                 |                         |
| <i>D. yakuba</i>        | 280 | G-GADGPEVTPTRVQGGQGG                | QOSLNGSGGGSAIAAAIAAAQARQD                        | MYQMNAPNGYMPNGYMHADPAGAAAYOT             | STMGOHYAAQRYDMGHMT                                                 |                         |
| <i>D. pseudoobscura</i> | 280 | G-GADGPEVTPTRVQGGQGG                | QOSLNGSGGGSAIAAAIAAAQARQD                        | MYQMNAPNGYMPNGYMHADPAGAAAYOT             | STMGOHYAAQRYDMGHMT                                                 |                         |
| <i>D. melanogaster</i>  | 371 | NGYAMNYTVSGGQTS                     | SPYGGSLQOPGSPSPYGGSSLQOPGSP                      | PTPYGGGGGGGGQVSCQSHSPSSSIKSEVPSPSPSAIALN | NNNNNNNNNNHIMK                                                     |                         |
| <i>D. simulans</i>      | 290 | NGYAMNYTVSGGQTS                     | SPYGGSLQOPGSPSPYGGSSLQOPGSP                      | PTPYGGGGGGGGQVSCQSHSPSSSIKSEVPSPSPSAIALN | NNNNNNNNNNHIMK                                                     |                         |
| <i>D. yakuba</i>        | 374 | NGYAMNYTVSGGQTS                     | SPYGGSLQOPGSPSPYGGSSLQOPGSP                      | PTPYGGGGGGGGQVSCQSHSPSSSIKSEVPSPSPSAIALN | NNNNNNNNNNHIMK                                                     |                         |
| <i>D. pseudoobscura</i> | 369 | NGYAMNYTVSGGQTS                     | SPYGGSLQOPGSPSPYGGSSLQOPGSP                      | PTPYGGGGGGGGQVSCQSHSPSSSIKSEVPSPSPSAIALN | NNNNNNNNNNHIMK                                                     |                         |
| <i>D. melanogaster</i>  | 466 | REYSSAAAAA                          | AAAAAAGG                                         | GGLNHLNMMYHLPDEQRHLHYQTDSPDLQOQHQA       | -----                                                              | QGGGQHLPOOHLQOQHQAIPQGH |
| <i>D. simulans</i>      | 383 | REYSSAAAAA                          | AAAAAAGG                                         | GGLNHLNMMYHLPDEQRHLHYQTDSPDLQOQHQA       | -----                                                              | QGGGQHLPOOHLQOQHQAIPQGH |
| <i>D. yakuba</i>        | 469 | REYSSAAAAA                          | AAAAAAGG                                         | GGLNHLNMMYHLPDEQRHLHYQTDSPDLQOQHQA       | -----                                                              | QGGGQHLPOOHLQOQHQAIPQGH |
| <i>D. pseudoobscura</i> | 464 | REYSSAAAAA                          | AAAAAAGG                                         | GGLNHLNMMYHLPDEQRHLHYQTDSPDLQOQHQA       | -----                                                              | QGGGQHLPOOHLQOQHQAIPQGH |
| <i>D. melanogaster</i>  | 556 | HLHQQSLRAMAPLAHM                    |                                                  |                                          |                                                                    |                         |
| <i>D. simulans</i>      | 473 | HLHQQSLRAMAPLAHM                    |                                                  |                                          |                                                                    |                         |
| <i>D. yakuba</i>        | 563 | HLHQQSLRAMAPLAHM                    |                                                  |                                          |                                                                    |                         |
| <i>D. pseudoobscura</i> | 551 | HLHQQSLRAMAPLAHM                    |                                                  |                                          |                                                                    |                         |

B

How the deposited data were processed for this re-analysis (not part of the article)

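DamID-seq was performed in embryos of 4 Drosophila species with Dichaete-Dam and Dam-only constructs, and with SoxN-Dam in D. melanogaster and D. simulans, with 3 replicates for each of the 10 combinations of species and construct. According to the paper's methods, the authors trimmed adapters with Cutadapt, mapped reads with bowtie2 to dm3, droSim1, droYak2 or dp3, extended them to 200 bp and counted them on GATC fragments. The authors tested fusion against Dam-only libraries with DESeq2 and merged enriched fragments within 100 bp. Reads of the other species were translated to dm3 with LiftOver, with a minMatch of 0.7 for D. simulans and D. yakuba and 0.5 for D. pseudoobscura, and intervals were called again on the translated reads. A fragment is lost from a list when its sequence does not translate or when it misses the threshold, and the lists do not tell these apart.

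The 12 deposited lists hold, for each binding interval, its sequence, start and end and the number of GATC fragments merged; the last was inferred from the values, since the lists carry no header. They hold no read counts, fold changes or p-values. The 3 replicates and 3 Dam-only libraries of a condition enter each list together. No depth per library can be given, intervals on shares cover counting error and variation between blocks of the genome only, and no value carries a replicate SD. Lists in D. melanogaster coordinates hold only chromosomes 2L, 2R, 3L, 3R, 4 and X.

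Overlaps were computed with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1 and plots drawn with Matplotlib 3.10.9. Intervals were counted as overlapping from 1 bp, the default of the BEDTools intersect utility that the paper names. Distinct intervals were counted, so an interval overlapped several times counts once. Bootstrap intervals resample blocks of 1 Mb 1000 times. In the circular shift test the list compared was moved along each chromosome by a random distance, 1000 times; chromosome ends were set to the largest end in any list. A permutation test of lengths between groups used 100000 resamples; since the groups are defined by overlap, which long intervals reach more often by chance, its p-value is not given and the difference is compared with circular shifts. For the standardised difference, regions were split into 10 classes of length. The overlap, union, shift, standardisation and permutation functions were tested on simulated lists, and 11 of 11 checks came out as planted.

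The loci reported were set beforehand as those the paper draws with coordinates, along with the 3 longest regions bound in all 6 lists in D. melanogaster coordinates. Alternatives tried were an overlap of at least 100 bp or of at least 50% of the interval, D. melanogaster lists at the threshold of 0.01, the main chromosomes only, intervals of at least 500 bp, gaps of up to 1000 bp joined, uniform random placement in place of shifts, and other units and definitions for single results. These were chosen before the data were examined. Further ways of counting were tried only after the values had been compared with the paper's: counting pairs of overlapping intervals or regions, merging intervals that touch, merging across gaps of up to 100 bp, and counting stretches shared by both factors, alone and in combination. The reported values use none of them.

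Motif content, genes and introns at intervals, CRMs, sequence conservation, replicate correlations and differential binding affinities were not analysed here, since they need the genome of the lists' build, an annotation or read counts, none of which was used.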

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

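The test comparing SoxN with Dichaete numbers outside the chromosome arms was chosen after the numbers had been seen; the other tests here were set before.

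The order of Dichaete unique and SoxN unique regions differed between the species. In D. melanogaster, Dichaete unique regions were conserved more often than SoxN unique ones, by 6.74 percentage points (bootstrap interval 4.48 to 9.00), while in D. simulans the difference was -7.48 (-9.77 to -5.37). The difference between these contrasts was 14.2 percentage points (10.9 to 17.7). In each species the factor with the longer list had the lower share. If this arose because a longer list holds more weakly called unique intervals, the D. melanogaster contrast would vanish with the lists at the threshold of 0.01, which hold 17530 and 17833 intervals. It was 7.10 percentage points there (4.70 to 9.53), which argues against list size in D. melanogaster as the whole cause. A difference in length is also argued against, since the contrasts differed by 12.0 percentage points (8.57 to 15.6) within classes of length. The read depth of the libraries stays open, as does a biological difference between the species, which was not tested.

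Of the 26563 D. yakuba Dichaete intervals in the coordinates of its own genome, 4688 (17.6%) lay on unplaced or heterochromatic sequences outside the chromosome arms, 4303 of them on the unplaced sequence set U. They were called as enriched over Dam-only libraries, and the paper does not report on them. The D. simulans shares were 11.5% for Dichaete and 15.5% for SoxN, and the D. pseudoobscura share was 5.49%. Short, broken intervals on small contigs are argued against, since the median length was 957.5 bp outside the arms and 880 bp on them. Reads shared between repeats and the size of these sequences in each assembly were not examined, and no biological explanation was tested.

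In D. simulans, SoxN intervals outnumbered Dichaete intervals on these sequences, 2667 to 2052, a ratio of 1.30 (Wilson interval 1.23 to 1.38), while on the arms there were 14542 and 15781, a ratio of 0.921. A different total number of intervals for the 2 factors would give the same ratio on both and is argued against. The excess was found on U, with 1051 SoxN and 569 Dichaete intervals, on 2h_random, with 283 and 135, and on 3h_random, with 124 and 75, whereas on X_random the numbers were 596 and 638. Chromosome 4, counted among the arms, also had more SoxN intervals, 204 against 165, a ratio of 1.24. The excess was thus not confined to sequences outside the arms. The intervals are not replicates and the read depth is unknown, so a difference between the libraries stays open, as does a difference in binding.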

How the results depend on the processing

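Of 288 values computed under alternatives for 36 results, 55 were exactly as reported, because the alternative moves nothing there or only the comparison with chance, and they say nothing about the stability of the value. Another 192 changed but kept their direction and their side of the threshold, or stayed within the limits for a count or share; 38 moved, 2 lost their side of the threshold and 1 reversed. Of the 288 values, 53 come from alternatives chosen after the data had been seen. Counting pairs, counting touching intervals, merging across gaps of up to 100 bp and using stretches shared by both factors were chosen after comparison with the paper's values; drawing D. yakuba intervals to equal base pairs was chosen to test an explanation.

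The excess of overlaps between species and between factors over circular shifts kept its direction and threshold under all alternatives run. Where shares were counted, the difference in conservation between common and unique regions ranged from 20.9 to 41.1 percentage points in D. melanogaster. In D. simulans it ranged from 19.9 to 37.0 percentage points. Counting pairs of overlaps gave up to 51.1 in D. melanogaster and 39.0 in D. simulans. A region with several overlaps then counts several times, so these values are not percentage points of regions conserved. The difference in log2 length ranged from 0.88 to 3.41. For length, the threshold was that of a permutation of the groups, which chance overlap of long intervals passes as well, so its side says nothing about stability; the alternatives were not compared with circular shifts. The difference between D. simulans and D. yakuba in intervals without an overlap changed with the size of the lists. Counted in D. melanogaster intervals it ranged from 2.44 to 23.2 percentage points under the alternatives set before the data were examined. It reversed to -18.9 with D. yakuba intervals drawn to the base pairs covered by the D. simulans list, which leaves fewer D. yakuba intervals by construction. Counted in translated intervals it ranged from -21.5 to -9.94.

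Keeping only intervals of at least 500 bp left 12836 Dichaete and 12994 SoxN intervals in D. melanogaster, 9511 and 10048 in D. simulans and 1338 Dichaete intervals in D. pseudoobscura. It left 6961 D. melanogaster intervals without an overlap in D. simulans, of which 37.0% had a non-overlapping neighbour within 10000 bp (p = 0.051, permutation), 3982 without one in D. yakuba, with 70.7% (p = 0.12, permutation), and 2713 D. simulans intervals without one in D. melanogaster. Counted in D. simulans and D. yakuba intervals, the shares with such a neighbour were 68.3% and 50.2% and stayed past the threshold (p = 0.013 and p = 0.002, permutation). The regions bound by both factors in both species fell to 4155, and the shares of Dichaete regions in 2 and 3 species were 23.1% and 23.5%. Fewer intervals enter by construction; beyond that the cause was not tested.

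With gaps of up to 1000 bp joined, 5842 D. yakuba intervals had no overlap in D. melanogaster, and 49.6%, 19.5% and 30.9% of Dichaete regions were in 1, 2 and 3 species. With at least 50% of a region covered, these shares were 70.6%, 22.1% and 7.28%, and 2454 regions were bound by both factors in both species. Under this rule and that of 100 bp, a region that no list overlapped far enough was counted in the first share. The first share can thus include regions with intervals in several species. An overlap of at least 100 bp gave 54.7% in 1 and 25.0% in 3 species, and D. melanogaster lists at the threshold of 0.01 gave 54.9% and 24.7%. Counted in D. melanogaster intervals the shares were 28.1%, 31.9% and 40.1%, a unit that leaves out by construction the 7330 regions of D. yakuba alone and the 2579 of D. simulans alone. With touching intervals merged they were 46.9%, 23.4% and 29.6%, and across gaps of up to 100 bp 45.9%, 23.8% and 30.3%. The same with D. melanogaster lists at the threshold of 0.01 gave 48.5%, 23.0% and 28.5%, and 47.3%, 23.5% and 29.2%. Apart from the regions left out with the unit of D. melanogaster intervals, the cause was not tested.

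No paired analysis was possible because the lists were called on the replicates together, although the labels share replicate numbers; leaving out single replicates was not run for the same reason. Sox motif words, genes and introns were planned and not run, since they need the build of the lists. Among the 55 values exactly as reported, 32 come from restricting lists that hold the main chromosomes only to those chromosomes and 18 from uniform placement, which changes only the comparison with chance. The others are the D. simulans overlaps of both factors with D. melanogaster lists at the threshold of 0.01, the number of Dichaete regions under stricter overlaps, which apply after merging, and the share of translated intervals with the D. yakuba list reduced. Without read counts, the depth behind an absent interval is unknown, which limits every statement on intervals found in a single species.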

Differences from the paper's values

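The settings that count pairs or touching intervals were chosen after the values were compared with the paper's. No value computed with the reported settings was more than 1.5 times, or less than that fraction of, the paper's value for the same measure. The numbers of binding intervals in each list were the paper's. For D. pseudoobscura this compares the Dichaete list with a line of Table 1A that names SoxN-Dam, a construct not assayed in that species; it was read as Dichaete-Dam.

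Several values were lower without reaching that limit, and some settings reached the paper's. For the overlap of D. melanogaster and D. simulans Dichaete intervals, the paper gives 55.9% of D. melanogaster intervals against 47.8% here. Counting pairs of overlapping intervals in place of distinct intervals, a setting chosen after the values were compared, gave 11647 pairs, the paper's number, and 55.9%. The same setting gave the paper's 11891, 14573 and 1301 for D. simulans SoxN, D. yakuba and D. pseudoobscura, and each of the 8 percentages of Table 1B. The paper gives 26117 Dichaete intervals across the 3 species and 7415 intervals bound by both factors in both species, against 29282 and 7283 here. Merging intervals that touch, also chosen after the values were compared, gave 26117 and 7415, with 46.9%, 23.4% and 29.6% of the former in 1, 2 and 3 species, where the paper gives 47%, 23% and 30%. Single shares among these were also reached, to the paper's digits, by other settings. Keeping intervals of at least 500 bp, set before the data were examined, gave 23.1% in 2 species. Among settings chosen after the values were compared, gaps of up to 100 bp merged gave 30.3% in 3 species. With D. melanogaster lists at the threshold of 0.01 as well, this gave 47.3% in 1 species, and touching intervals merged gave 23.0% in 2.

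For the conserved shares of Table 4, the paper gives 76.5%, 40.1% and 33.7% in D. melanogaster and 94.1%, 62.8% and 70.1% in D. simulans, against 66.5%, 31.8% and 25.1%, and 87.7%, 53.6% and 61.1% here. Further ways of counting were tried after these values were compared: touching intervals, pairs of regions, stretches shared by both factors, and combinations of these. With touching regions counted only when the species were compared, the shares were 70.2%, 40.0% and 33.6%, and 90.7%, 62.5% and 69.5%. None of the settings run gave any of the 6 values to the digits the paper prints. The order of the groups in each species was the paper's in the reported values.

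The paper states that divergence in binding follows the phylogeny, on the basis of binding affinities. Among D. melanogaster intervals, fewer lacked an overlap in D. yakuba (35.8%) than in the closer relative D. simulans (52.2%). The paper's own overlap shares of D. melanogaster Dichaete intervals have this order too, at 69.9% for D. yakuba and 55.9% for D. simulans. Among translated intervals the order was the one the paper states. Among D. melanogaster intervals it was also that order, with a difference of -18.9 percentage points, when D. yakuba intervals were drawn to the base pairs covered by the D. simulans list, a setting chosen after seeing the values. That draw leaves 9021 D. yakuba intervals on average against 16119 for D. simulans, so fewer overlaps follow by construction. The order stayed opposite to the paper's with equal list sizes (2.44 percentage points) and by the Jaccard index of base pairs (3.24), both set beforehand. Neither removes the larger extent of the D. yakuba list.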

Other observations

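The tests of pairs of intervals, of touching intervals and of the ratio to circular shifts, and the test of neighbours within 500 bp, were chosen after related results had been seen; for the others the prediction was written before the test was run, though the draw of D. yakuba intervals to equal base pairs was chosen after the data had been seen.

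The counts of Table 1B could be numbers of pairs: pairs of overlapping intervals gave the paper's number in 4 of 4 comparisons, with 55.9% of D. melanogaster intervals for D. simulans Dichaete. A D. melanogaster interval overlapped by several intervals then counts several times, and the same count is divided by either list. The region counts of the three-way comparison and Fig. 6A could include touching intervals: merging these gave the paper's number in 2 of 2 counts. GATC fragments are contiguous, so intervals called on neighbouring fragments in different species touch without sharing a base. Both are hypotheses found by comparing with the paper's numbers, and its methods do not state the rule.

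That more D. melanogaster intervals were overlapped in D. yakuba than in D. simulans may follow from the larger extent of the D. yakuba list. When D. yakuba intervals were drawn at random to the base pairs covered by the D. simulans list, 28.9% of D. melanogaster intervals were overlapped on average (28.2 to 29.7% over 100 draws), below the 47.8% for D. simulans. Such a draw holds fewer intervals (9021 on average, against 16119 for D. simulans). It therefore lowers the share by construction and does not isolate extent. With equal numbers of intervals, D. yakuba stayed ahead by 2.44 percentage points. Translated D. yakuba intervals were longer, however, with a median of 944 bp against 568 bp, so equal numbers do not equalise extent. By the Jaccard index of base pairs D. yakuba was ahead by 3.24 percentage points. The largest value this index can reach depends on the base pairs covered by each list. Relative to circular shifts the share was 1.63 times the mean for D. yakuba and 2.14 times for D. simulans. The shifted means were 39.5% and 22.3%, and the higher mean limits the ratio that D. yakuba can reach. The measures thus go different ways. At equal numbers and by the Jaccard index D. yakuba stayed ahead, but neither measure removes extent. Whether extent or chance placement accounts for the order stays open. Why the D. yakuba list is larger was not tested.

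Common intervals are longer than unique ones, and longer intervals are overlapped more often. Within classes of length, the difference between common and unique regions was 21.5 percentage points in D. melanogaster and 19.9 in D. simulans, and the largest values after circular shifts were 7.10 and 2.97. Length as the whole cause is argued against, although the unadjusted differences were 38.7 and 30.6. Signal strength, which would raise both common binding and conservation, could not be examined without read counts.

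Dichaete intervals found in all 4 species exceeded those unique to D. melanogaster by 2.68 in mean log2 length. After circular shifts of the 3 other lists together, the mean difference was 1.44 and the largest 1.68, so chance overlap of long intervals gives part of the difference and is argued against as all of it (p = 0.001, one-sided permutation).

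The D. pseudoobscura list overlapped 5.32% of D. melanogaster intervals. As many D. simulans intervals drawn at random overlapped 6.84% on average, and 6.43% at the lowest of 1000 draws. The short list as the whole cause is argued against, but it accounts for most of the distance from the 47.8% overlapped by the full D. simulans list. D. pseudoobscura intervals were also shorter, with a median of 472.5 bp against 568 bp, which was not separated from divergence.

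Of the D. melanogaster intervals with no overlapping D. simulans interval, 15.7% lay within 500 bp of one, against a mean of 12.4% after circular shifts. For D. yakuba the shares were 32.4% and 18.5% (p = 0.001 in both, one-sided permutation). This is consistent with part of the non-overlapping intervals being calls on neighbouring GATC fragments. The paper counts such intervals towards turnover when they are annotated to the same gene, and its gene counts were not repeated here.

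The D. melanogaster Dichaete list holds 410 intervals shorter than 50 bp. D. simulans intervals overlapped 11.7% of them, against a mean of 11.3% after circular shifts (p = 0.41, one-sided permutation). This is consistent with such intervals being called by chance or on reads of neighbouring fragments, since reads were extended to 200 bp, and the number is too small to exclude a modest excess: shifts reached 16.6%.

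Chromosome 4 was covered more densely than the others. D. melanogaster Dichaete intervals covered 39.0% of it, compared with 17.4 to 18.8% of the other chromosomes, and the D. melanogaster SoxN list covered 34.5% and the D. yakuba list 49.1%. A larger number of short intervals is argued against for the D. melanogaster Dichaete list. Its median length was 907 bp on chromosome 4 and 652 to 685 bp on the others. The translated D. simulans Dichaete list was the exception, with 9.96% of chromosome 4 covered and 10.2 to 12.0% of the others, while D. simulans SoxN intervals covered 17.2%. The density of GATC sites and repeats was not examined, and no biological explanation was tested.

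The 3 longest regions with an interval in each of the 6 lists, out of 950, were on chromosome 3L from 14935750 to 14962827, on 2R from 6411750 to 6436710 and on X from 6874004 to 6898591 (dm3). D. yakuba intervals covered 93.7%, 93.3% and 97.6% of them and D. pseudoobscura intervals 29.4%, 15.7% and 1.32%.

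The number of D. simulans Dichaete intervals without an overlapping D. melanogaster interval, 5044, is also the number the paper gives for intervals differentially bound between these species. For D. yakuba the corresponding number was 9011, which is not the paper's. The measures differ and no link was tested.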
